# Single and combinatorial chromatin coupling events underlies the function of transcript factor krüppel-like factor 11 in the regulation of gene networks

**DOI:** 10.1186/1471-2199-15-10

**Published:** 2014-05-25

**Authors:** Ezequiel Calvo, Adrienne Grzenda, Gwen Lomberk, Angela Mathison, Juan Iovanna, Raul Urrutia

**Keywords:** Krüppel-like factor, Transcription factor, Gene expression profiling, Gene networks, Metabolism, Cellular growth, Proliferation, Signaling pathways

## Abstract

**Background:**

Krüppel-like factors (KLFs) are a group of master regulators of gene expression conserved from flies to human. However, scant information is available on either the mechanisms or functional impact of the coupling of KLF proteins to chromatin remodeling machines, a deterministic step in transcriptional regulation.

**Results and discussion:**

In the current study, we use genome-wide analyses of chromatin immunoprecipitation (ChIP-on-Chip) and Affymetrix-based expression profiling to gain insight into how KLF11, a human transcription factor involved in tumor suppression and metabolic diseases, works by coupling to three co-factor groups: the Sin3-histone deacetylase system, WD40-domain containing proteins, and the HP1-histone methyltransferase system. Our results reveal that KLF11 regulates distinct gene networks involved in metabolism and growth by using single or combinatorial coupling events.

**Conclusion:**

This study, the first of its type for any KLF protein, reveals that interactions with multiple chromatin systems are required for the full gene regulatory function of these proteins.

## Background

The traditional strategy for studying the role of transcription factors in gene regulation relies on either small or large-scale expression analysis following overexpression, somatic knockdown, or germ line deletion. While these approaches permit the identification of gene networks regulated by transcription factors, little information is gathered about the chromatin coupling events that ultimately drive gene expression. This gap in knowledge is unfortunate as transcription factors are often modular proteins armed with multiple sites for potential interactions with chromatin cofactors. Thus, knocking-out a transcription factor will, in theory, disrupt all chromatin-coupling events. For this reason, it is important to dissect whether different transcriptional regulators use single or combinatorial coupling events to regulate distinct gene expression networks.

This knowledge is particularly important for proteins in which dysfunction contributes to disease. Impairment in each of the coupling events may yield differential effects, affecting disease penetrance as well as progression. Moreover, with the development of novel chromatin-centric pharmacology, different drugs can partially inactivate certain gene networks regulated by a transcription factor while leaving others intact. Therefore, the dissection of individual and combinatorial chromatin coupling events possesses both biological and medical relevance.

Consequently, the current study focuses on KLF11 as a model system for addressing these important questions. KLF11 is a well characterized human disease-causing gene that couples to several chromatin partners [1]. Alterations in KLF11, originally discovered by its role in growth regulation, causes juvenile (MODY7) and neonatal (Ins-331 mutation) diabetes [2-4]. KLF11 is an inducible gene, responsive to a large variety of growth regulatory and metabolic stimuli, and functions in the nucleus to regulate gene expression by coupling to distinct chromatin partners. Upon stimuli, KLF11 binds to promoters containing the consensus CCCCGC/CCCCAC sequences via its three C-terminal zinc finger domains and, through well-characterized protein-protein interaction modules in its N-terminus, differentially recruits chromatin partners such as the Sin3-HDAC complex [5], WD40 proteins [6], and the HP1-HMT system [7]. Thus, through these domains, KLF11 translates environmental signals into distinct programs of gene expression, which remain to be defined in detail.

In the current study, we have employed a combination of genome-wide ChIP-on-Chip and gene expression profiles to reconstruct both the direct and indirect effects of KLF11 on the regulation of different gene networks. Furthermore, we used site-directed mutants to disrupt individual chromatin coupling domains to generate genome-wide expression for the identification of the genes regulated by KLF11 in response to binding to each of its chromatin cofactors. Our results demonstrate that certain gene programs require a single chromatin machine interaction with KLF11 while others require interaction with multiple chromatin systems. Accordingly, we provide analyses of the distinct gene networks regulated by KLF11 and its coupling to chromatin partners. This type of comprehensive genome-wide analysis has never been performed for any member of the KLF family. When applied to KLF11, our analysis demonstrates that this protein behaves in a modular fashion with chromatin machinery to alter gene expression and impacts a variety of biological processes.

## Results

### Distinct gene expression networks are regulated by the differential coupling of KLF11 to individual chromatin partners

Recent studies support a model whereby KLF11 functions by binding to GC-rich sites within promoters of different gene networks involved in the regulation of metabolism and cell growth [2-4,7-12]. This data is in agreement with the biological role of this transcription factor in cancer and diabetes. However, how binding of KLF11 to these promoters regulates gene expression remains to be fully understood. Recent data demonstrate that the KLF11 protein behaves as a scaffold for recruiting different chromatin cofactors via distinct structural motifs (Figure 1A). The Sin3 Interacting Domain (SID) between amino acids 22–40 enables coupling of KLF11 to the Sin3/HDAC system [11-19]. Introduction of proline residues at amino acids 29–30 interrupts the association between KLF11 and the Sin3 scaffold protein, which includes interactions with HDAC1/2. The region between 281 and 373 amino acids is a proline-rich domain that couples with a variety of WD40 proteins, including G-protein coupled receptors [4]. The A347S mutation observed in MODY7 (neonatal diabetes) falls within this domain and has been demonstrated to decouple KLF11 from novel transcription factor Gβ2. The zinc finger domain has been demonstrated to interact with histone acetyltransferases p300 and CBP [3,20,21]. Finally, the region between 483 and 487 dictates interaction between KLF11 and HP1α [7]. Deletion of this C-terminal portion decouples HP1α from histone methyltransferases SUV39 and G9a, leading to defects in metabolism and tumor suppression. Currently, it is unknown whether these systems work in isolation or in a cooperative manner to regulate gene expression.

**Figure 1:**
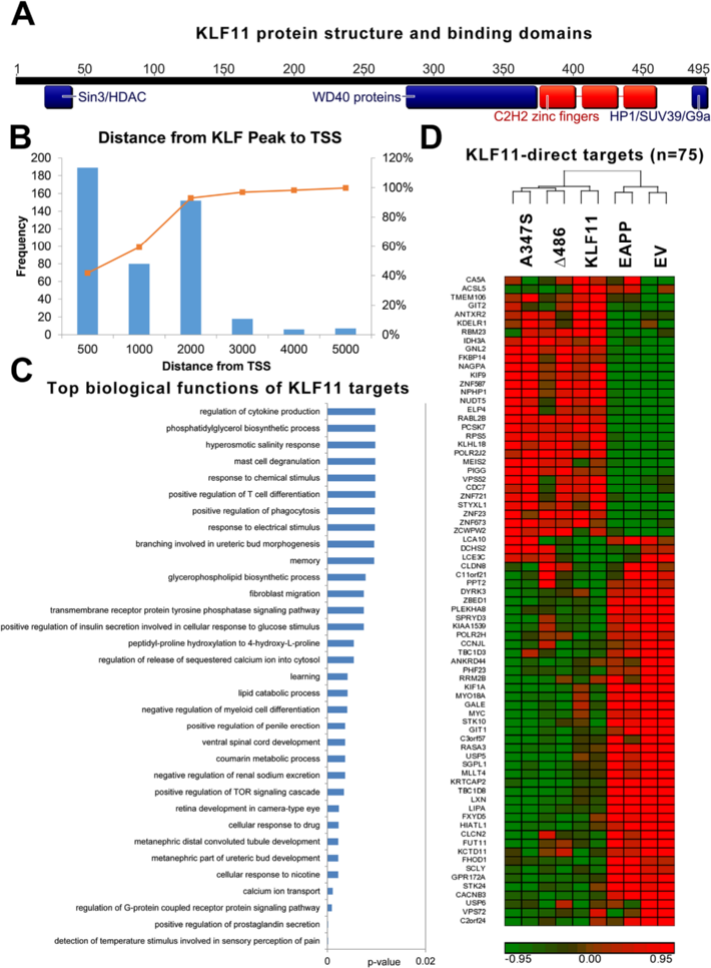
**KLF11-mediated gene expression is disrupted in the presence of chromatin coupling mutations. (A)** KLF11 is 495 amino acids and contains a highly conserved C-terminal C_2_H_2_ zinc finger domain. Known chromatin coupling domains explored here are highlighted. **(B)** Panc1 epithelial cells were transfected with wild type KLF11 and chromatin immunoprecipitation performed and hybridized to a whole genome promoter array. The frequency of identified peaks 5 kb upstream and downstream of known transcription start sites were binned according to distance. The majority of KLF11 binding sites were 500–1000 base pairs from transcription start sites. **(C)** Gene ontological analysis of KLF11-bound targets reveals enrichment of genes in known KLF11-associated biological processes, including immune response, TOR signaling, and insulin sensitivity. For whole genome analysis, mutants were designed against three of the previously characterized chromatin coupling domains. The EAPP mutation in the N-terminus decouples the Sin3/histone deacetylase system. The A347S mutation in the proline rich domain decouples KLF11 from WD40 containing proteins. Finally, the deletion mutation starting at amino acid 486 disconnects KLF11 from the HP1/histone methyltransferase system. Panc1 cells were transduced with empty vector, wild type KLF11 or the A347S, Δ486, or EAPP mutants. Whole genome transcriptional profiling was performed. The criteria for significant regulation over empty vector was set at a threshold of +/- 1.5 log2 fold change and a p-value with false discovery rate of less than 0.05. For the EAPP mutant, the p-value did not include false discovery rate thresholding due to the limited experimental effects of this mutant. **(D)** 75 genes were significantly regulated by KLF11 overexpression (p < 0.05) and are directly bound by KLF11 as determined by chromatin immunoprecipitation. Examination of effects of the three chromatin decoupling mutants reveals that expression is frequently altered in the presence of one or more of these variants.

To address this question, we first preformed genome-wide promoter binding analysis of wild type KLF11. We then limited our analysis to 5 kb upstream and downstream of the transcription start site of known gene promoters. Examination of the distance of KLF11-bound peaks from each TSS revealed that the majority (~60%) was within 500–1000 base pairs of the TSS (Figure 1B). Gene ontological analysis of KLF11-bound targets reveals association to a large number of metabolic processes, including many already characterized as regulated by KLF11, such as insulin regulation [3,4,12] and Akt/TOR signaling [11] (Figure 1C). Next, we performed genome-wide expression profiles using mutants for these sites which have been shown to specifically uncouple KLF11 from each of these chromatin remodeling proteins, namely EAPP (Sin3/HDAC), A347S (WD40 proteins), and Δ486 (HP1α/HMT) (Additional file 1: Figure S1). 

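Panc1, an epithelial line derived from a human pancreatic carcinoma, was transduced with adenovirus carrying empty vector, wild type KLF11 or the A347S, Δ486 or EAPP mutant at a multiplicity of infection of 150. RNA was collected at 48 h and hybridized to Human Gene 1.0 ST arrays, with 2 arrays for each of the 5 conditions. The methods and the extract protocol in the sample labels describe these as technical replicates of pooled RNA. The sample titles alone number them as biological replicates. Every error given for them is therefore a spread between arrays, which under the methods' description leaves out the variation between cultures. The values are log2 expression per transcript cluster, the unit that the array assigns to a gene, after background subtraction and normalization by the authors with Robust Multiarray Analysis. Of 28869 transcript clusters on the array, 20961 carried a gene symbol and were tested. The medians of the 10 arrays lay between 6.81 and 6.87, and the correlation across clusters between the arrays of a condition was 0.996 to 0.997.
Changes are log2 fold changes against empty vector from a linear model over all 10 arrays with limma's moderated standard errors, whose median was 0.095. A gene is said to rise or fall where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change was at least 1.5. The 1.5-fold is that of the paper's results, while its methods and the legend of Fig. 1 give an absolute log2 fold change of 1.5. The paper uses no false discovery rate for the EAPP mutant. Counts for it at an unadjusted p under 0.05 with the 1.5-fold, called the unadjusted criterion, are also given. The gene lists, the model, these thresholds and the rule for naming genes were set before the data were examined, except for a pair of ciliary lists and the genes said to be named later. KLF11 itself, the transduced gene, read 8.37 and 7.75 on the empty vector arrays and 8.82 and 8.85 with the wild type. It read 8.85 and 8.88 with A347S, 8.72 and 8.83 with Δ486, and 8.78 and 8.68 with EAPP. Whether the probes of this cluster read the transduced copy is not given in the sources used here. The rise with wild type KLF11 was 0.77 (standard error 0.16, adjusted p = 0.00938). It was 0.46 without the second empty vector array and 1.08 without the first, and the adjusted p was 0.0527 and 0.0507 when the first or the second wild type array was left out. With Δ486 the rise was 0.71, and 0.40 without the second empty vector array. With A347S these values were 0.81 and 0.50.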

Of the 404 gene targets identified by chromatin immunoprecipitation, for which corresponding gene expression data was available, 19% (n = 75) display alteration in the presence of the wild type KLF11 (p < 0.05). Clustering analysis reveals that the expression pattern of these gene targets is disrupted in the presence of one or all of the described mutants. Thus, we conclude that KLF11-mediated gene expression may be disrupted by decoupling of the transcription factor from its chromatin co-factors in a singular or combinatorial fashion.

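Among the genes labelled in Fig. 1D, SGPL1 and MYC were lower with the A347S and Δ486 mutants. SGPL1, which encodes the lyase that degrades sphingosine 1-phosphate, fell by 0.79 with A347S and by 0.81 with Δ486 (standard error 0.11), and stood at -0.49 with wild type KLF11, short of the fold threshold. MYC, a transcription factor that promotes growth, fell by 0.80 with A347S (standard error 0.08) and by 0.65 with Δ486, and stood at -0.52 with the wild type. After cyclic loess scaling between the arrays, its Δ486 value was -0.58, which no longer passes the fold threshold. LIPA, the lysosomal acid lipase, fell by 0.67 and MEIS2, a homeobox transcription factor, rose by 0.68 with A347S. With EAPP the values of SGPL1, MYC, LIPA and MEIS2 were -0.13, -0.34, -0.07 and 0.10, and none passed limma's test. Of 13 genes of Fig. 1D that were measured, limma called 0 at both thresholds with the wild type, 5 with A347S, 2 with Δ486 and 0 with EAPP. At an adjusted p without a fold threshold these were 11, 10, 10 and 0, and at an unadjusted p under 0.05 they were 11, 11, 10 and 2. The study chose these genes on the same arrays, so the counts are not independent evidence. Chromatin immunoprecipitation values were not analysed here.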

### Distinct gene networks are regulated by the combinatorial coupling of KLF11 to chromatin partners

Next, we investigated which gene targets are uniquely regulated by each of these pathways. Statistical analyses of each expression profile show that, indeed, when compared with the empty vector control condition, each mutation induces changes in gene expression that are either specific to each chromatin system or similar to the wild type. Thus, comparison of the genes significantly affected by each condition (p-value <0.05 and fold change ± 1.5) shows that 97% of transcripts that are modulated by the wild type KLF11 are also regulated by any of the three mutations, with the A347S and Δ486 mutations sharing the largest number of genes with the wild type (Figure 2A). 

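With wild type KLF11 the largest rise was that of RFPL4A, a RING finger gene known from oocytes, at 3.05 (standard error 0.19, 2 arrays per condition). SIRT4, a mitochondrial sirtuin, rose by 1.98, ROPN1L, a sperm flagellum protein, by 1.97, and DNAI3, a dynein intermediate chain, by 1.87. The largest falls were those of MPC1, a subunit of the mitochondrial pyruvate carrier, at -1.65, KYAT3, a kynurenine aminotransferase, at -1.51, and IDH1, the cytosolic isocitrate dehydrogenase, at -1.43. With A347S, RFPL4A rose by 3.69, RADX, which binds single-stranded DNA, by 2.52 and CFAP43, a protein of cilia and flagella, by 2.29, while IDH1 fell by 2.10, TPMT, which methylates thiopurines, by 1.61 and DDIT4, an inhibitor of TOR signalling, by 1.50. With Δ486, ROPN1L rose by 2.45 and SAXO2, a microtubule-binding protein, by 1.87, while IDH1 fell by 1.78, EPB41, a protein of the membrane skeleton, by 1.35 and ADI1, an enzyme of methionine salvage, by 1.27.
Wild type KLF11 changed 837 of the 20961 clusters, of which 463 rose and 374 fell. A347S changed 1882 (761 rose, 1121 fell) and Δ486 changed 1176 (499 rose, 677 fell). After cyclic loess scaling between arrays, 936 rose and 849 fell with A347S, and 567 rose and 557 fell with Δ486. For each of these 837, 1882 and 1176 calls, both arrays of the construct lay beyond both empty vector arrays. With EAPP, 23 clusters rose and 15 fell by the unadjusted criterion, and this total of 38 was 79 without the first EAPP array and 75 when clusters without a symbol were tested as well. In the direct comparison of A347S with wild type KLF11, limma called 0 clusters, with 3017 at an unadjusted p under 0.05 and 23 called when limma fitted a variance trend with robust moderation. For Δ486 against the wild type these numbers were 0, 2211 and 6. At the absolute log2 fold change of 1.5 of the methods, 27, 62 and 32 clusters passed for wild type KLF11, A347S and Δ486, and 0 of the 38 for EAPP. By a plain t-test of 2 arrays against 2, without the Bayes correction that the methods name, 0 passed at an adjusted p for each construct. The linear model without moderation still called 707, 1798 and 1080 clusters for wild type KLF11, A347S and Δ486.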

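The genes that rose with wild type KLF11 included ZNF204P, a zinc finger pseudogene, which rose by 2.43 (standard error 0.27) and also by 2.30 with A347S and 2.15 with Δ486. KIAA0825, a gene linked to limb development, rose by 2.68 with A347S and 2.28 with Δ486, and also rose with the wild type. MMUT, the mitochondrial methylmalonyl-CoA mutase, fell by 1.28, 0.88 and 0.69 with the wild type, A347S and Δ486, and FAM221A changed by -1.17, -1.38 and -1.26. The EAPP values of ZNF204P, KIAA0825, MMUT and FAM221A were -0.57, 0.49, -0.17 and -0.17, and none of them passed the test.
Of the clusters changed by wild type KLF11, 95.5% also changed with at least 1 mutant. A347S shared 795 of them in the same direction (441 rose, 354 fell) and Δ486 shared 700 (373 rose, 327 fell). With EAPP, by the unadjusted criterion, 14 rose and 8 fell as with the wild type, and 2, those of BDH1 and ALDH6A1, went the opposite way. Independent lists of these sizes would share 16.8 rising and 20.0 falling clusters with A347S, 11.0 and 12.1 with Δ486, and 0.508 and 0.268 with EAPP. Simulated unchanged groups that share simulated empty vector arrays had 0.02, 0 and 0.04 clusters in common in the mean with limma. With the unadjusted criterion for each they had 1.48, 1.54 and 1.30. Across all clusters the changes with wild type KLF11 and A347S had a correlation of 0.904 and a covariance of 0.0836. In the 50 simulations these were 0.502 and 0.0059. For the wild type and EAPP the correlation was 0.475 and the covariance 0.0173, and 66.1% of clusters had the same sign, against 66.6% for unchanged groups. The empty vector arrays are common to all of these comparisons and were not divided between them. Part of the excess over independent lists may therefore come from the shared controls.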

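HMGN5, a nucleosome-binding protein that loosens chromatin, rose by 2.25 with A347S and by 1.87 with Δ486 (standard error 0.16). LMBRD2, a membrane protein, rose by 2.37 and 2.02. OARD1, which removes ADP-ribose from proteins, changed by -1.46 and -1.29, and KGD4, a subunit of the 2-oxoglutarate dehydrogenase complex, by -1.50 and -1.25. In all, 1104 of the 1176 clusters changed by Δ486, or 93.9%, also changed in the same direction with A347S, 466 rising and 638 falling. Lists of these sizes drawn independently would share 18.1 rising and 36.2 falling clusters. Simulated unchanged groups that share simulated empty vector arrays had 0.02 clusters called in both, in the mean of 50 simulations, or 1.32 at an unadjusted p. The correlation of the changes across clusters was 0.929 and their covariance 0.0961, against 0.499 and 0.0059 for the simulated groups. Part of the excess over independent lists may come from the shared arrays.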

In fact, of the 801 genes modulated by the Δ486 mutation, 93.9% are also modulated by the A347S mutation. 

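RFPL4A had the largest EAPP value, at 1.38 (standard error 0.19, adjusted p = 0.116). CFAP43 stood at 0.90 with EAPP and VWA5A, a protein with a von Willebrand factor domain, at 0.68. VWA5A also rose by 0.93 with wild type KLF11, 0.91 with A347S and 0.67 with Δ486. PDP1, the phosphatase that activates pyruvate dehydrogenase, fell by 1.13, 1.33 and 1.01 with the wild type, A347S and Δ486 and stood at -0.60 with EAPP. LRP10, a lipoprotein receptor, stood at -0.65 and DDIT4 at -0.84 with EAPP. DIPK2B, shown as CXorf36 in Fig. 2B, had values between 0.08 and 0.11 with every construct and did not pass the test.
With EAPP taken at the unadjusted criterion, 21 clusters of 20 genes changed with wild type KLF11 and all 3 mutants, 13 of them rising and 7 falling with every construct. The remaining cluster is that of BDH1, which fell with the wild type, A347S and Δ486 and rose with EAPP. BDH1 is also the 1 gene of the 21 clusters whose EAPP change passed at an adjusted p. The number was 32 without the second EAPP array and 8 by a plain t-test at an unadjusted p.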

Finally, the three mutants share with KLF11 only 11 different genes, which likely require an intact coupling of this transcription factor to all the chromatin proteins involved in its function (Figure 2B). 

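EHMT2, a histone methyltransferase for lysine 9 of histone H3, fell by 0.72 with A347S (standard error 0.09) and stood at -0.40 with wild type KLF11 and -0.51 with Δ486. PIK3R1, a regulatory subunit of phosphoinositide 3-kinase, fell by 0.76 with A347S and stood at -0.52 with the wild type. TJP1, a scaffold protein of tight junctions, fell by 0.70 with A347S and stood at -0.41 with the wild type. CDC6, which loads the replicative helicase, rose by 0.67 with A347S and stood at 0.38 with the wild type. These 4 genes passed both thresholds with A347S and with no other construct.
There were 681 such clusters for A347S, and 1034 without its first array. The median absolute change of the 681 was 0.65 with A347S and 0.43 with the wild type. Of the 681, 572 passed with wild type KLF11 at an adjusted p under 0.05 without the fold threshold. Of clusters at an unadjusted p under 0.05 with either construct, 97.1% had the same sign with both. This was 87.6% for simulated unchanged groups that share simulated empty vector arrays. None of the 681 was called by limma in the direct comparison of A347S with wild type KLF11, where 406 had an unadjusted p under 0.05.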

We observe that the A347S mutation shows the largest number of significantly regulated transcripts (n = 708) upon the decoupling of KLF11 from WD40 proteins (Figure 3A). By contrast, the subsets of genes uniquely regulated by the Δ486 or EAPP mutants are much smaller, 44 and 21 genes, respectively (Figures 3B-C).The Δ486 mutation uniquely modulates only 44 genes (5.5%) of the 801 genes significantly modulated under expression of the mutant. 

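KLF3, a repressor of the Krüppel-like factor family, fell by 0.65 with Δ486 (standard error 0.09) and stood at -0.37 with wild type KLF11 and -0.44 with A347S. By the unadjusted criterion, CLDN1, a claudin of tight junctions, was lower by 0.59 with EAPP and stood at 0.25 with the wild type. In the direct comparison with wild type KLF11 it was lower with EAPP by 0.85 (adjusted p = 0.00297). FOXO3, a transcription factor of stress responses, stood at 0.59 with EAPP and 0.25 with the wild type. DDIT3, a transcription factor of the unfolded protein response, stood at -0.64 with EAPP and -0.59 with the wild type.
Clusters that passed with Δ486 and with no other construct numbered 67, and 191 without the second Δ486 array. Of the 67, 27 passed with wild type KLF11 at an adjusted p under 0.05 without the fold threshold, and limma called none of them in the direct comparison with the wild type, where 36 had an unadjusted p under 0.05. For EAPP the number was 8 by the unadjusted criterion, and 43 without the first EAPP array. CLDN1 was the 1 of the 8 that was called in the direct comparison with wild type KLF11.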

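SCD, the desaturase that makes monounsaturated fatty acids, fell by 0.70 with A347S and 0.63 with Δ486 (standard error 0.08) and stood at -0.43 with wild type KLF11. PDHB, a subunit of pyruvate dehydrogenase, fell by 0.84 and 0.70 with A347S and Δ486 and stood at -0.48 with the wild type. SPARC, a secreted matrix protein, fell by 0.85 and 0.83. It stood at -0.57 with the wild type and -0.58 with EAPP, just short of the fold threshold with both. A total of 403 clusters changed in this way, with A347S and Δ486 and with neither wild type KLF11 nor EAPP. KRT19, a keratin of ductal epithelium, fell with the wild type, A347S and Δ486, by 0.99, 1.51 and 1.06 (standard error 0.13). It is among 677 clusters that changed with these 3 constructs and not with EAPP. By a plain t-test of 2 arrays against 2, 0 clusters passed in either group at an adjusted p. The linear model without moderation gave 418 clusters for A347S and Δ486 alone and 595 for these with wild type KLF11.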

Almost half of all Δ486 modulated genes (n = 390) are common to the A347S mutant (Figure 3D) and the other half are common to both A347S and wild type KLF11 (Figure 3E). 

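TLE4, a corepressor of the Groucho family, rose by 1.60 with A347S and 1.61 with Δ486 (standard error 0.14). KITLG, the ligand of the KIT receptor, rose by 1.99 and 1.40, and PIMREG, a mitotic regulator, changed by -1.71 and -1.22. Of the 1954 clusters that changed with A347S or Δ486, 1953 had the same sign with both mutants. The selection on shared empty vector arrays favours equal signs. Of clusters at an unadjusted p under 0.05 with either mutant 98.3% had the same sign, against 87.3% for simulated unchanged groups, and over all clusters 83.5% did, against 66.6%. The direct comparison of A347S with Δ486 called 0 clusters with limma, with 1557 at an unadjusted p under 0.05, and a plain t-test at an unadjusted p with the fold threshold gave 3.

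**Figure D1:**
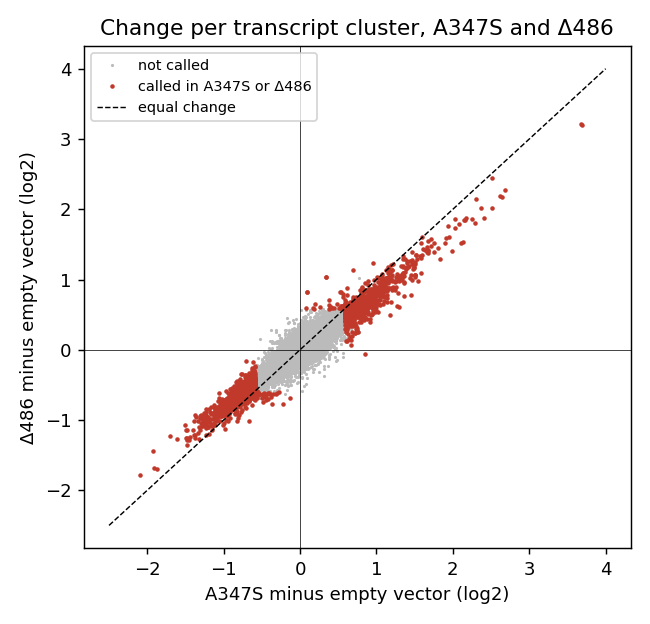
Change per transcript cluster against empty vector (log2), A347S on the horizontal and Δ486 on the vertical axis; red points are the 1954 clusters called in A347S or Δ486 and the dashed line marks equal change. All red points except 1 lie in the quadrants of equal sign, and the largest rise, RFPL4A, reached 3.20 with Δ486.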

Interestingly, the Δ486 and the A347S mutants have, in general, a similar direction of modulation, although with varying degrees of signal intensity. On the other hand, the A347S and Δ486 modulated genes are almost always completely reverted by the EAPP mutation, in which the signals are constantly proximal to empty vector values.Under the same conditions, the A347S mutant, which associates to the development of human juvenile diabetes, induces changes in 1521 genes. 

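With EAPP, IDH1 stood at -0.45 and KYAT3 at -0.44, SIRT4 at 0.42 and RADX at 0.51, and none of these passed the test (smallest adjusted p = 0.213). DNAI3 stood at 0.07 with EAPP (standard error 0.12), against rises of 2.17 with A347S and 1.87 with Δ486. SFXN2, a mitochondrial serine transporter, stood at 0.02 with EAPP and fell by 1.92 and 1.44 with A347S and Δ486. For the 1104 clusters that changed in the same direction with A347S and Δ486, the EAPP change was in median 19.7% of the mean change of these mutants, with quartiles of 8.58% and 31.8%. The EAPP value lay nearer to empty vector than to that mean in 1047 of the 1104 clusters, and on the other side of empty vector in 138. The median was 21.5% with the first EAPP array alone and 18.3% with the second. Other sets of 1006 and 1267 clusters were picked on 1 array of each condition, which allows no test, and read on the other arrays. There the EAPP change stood at 16.8% and 22.5% of the change of these mutants.

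**Figure D2:**
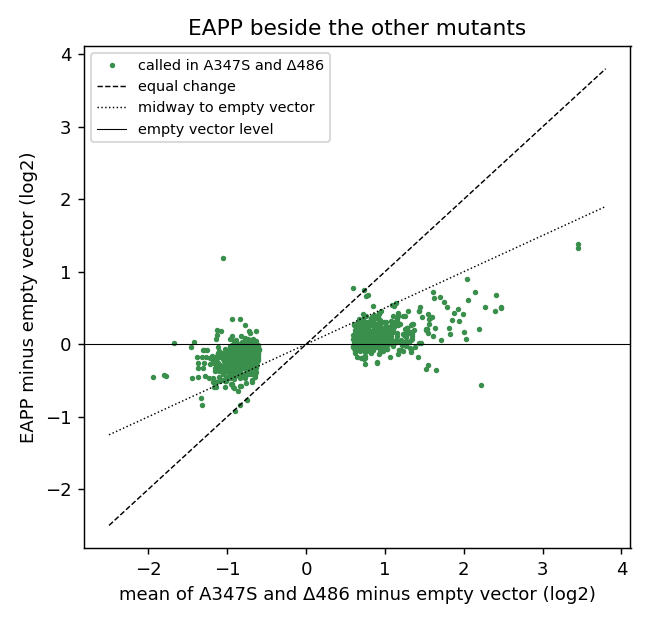
EAPP change (log2, vertical axis) against the mean A347S and Δ486 change (log2, horizontal axis) for the 1104 clusters called in both mutants; the solid line is the empty vector level, the dotted line lies midway to it and the dashed line marks equal change. Most points lie between the solid and dotted lines, and the point at 1.19 on the vertical axis is BDH1.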

46.5% of the modulated genes (708/1521) are specific to this mutation, while approximately half of the genes (48%) are common to the Δ486 mutant and 43.3% are common to both A347S and wild type KLF11 (352/423, Figure 3F). 

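CDC25B, a phosphatase that starts mitosis, fell by 1.38 with A347S, 0.93 with Δ486 and 0.89 with wild type KLF11 (standard error 0.10). CDK5RAP3, a protein of the UFM1 ligase complex, fell by 1.49, 1.28 and 1.04 in the same order. LMNA, which encodes nuclear lamins A and C, fell by 0.76 with A347S and stood at -0.49 with Δ486. Clusters that changed with A347S and with no other construct made up 36.2% of those changed by A347S, and clusters that also changed with Δ486 made up 58.7%. Without the fold threshold the first share was 21.6%.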

Finally, 7% of the genes (n = 50) are common to wild type KLF11, and only 15 common to the EAPP mutant. 

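AGPAT4, an acyltransferase of glycerolipid synthesis, rose by 0.72 with wild type KLF11 and 0.65 with A347S (standard error 0.10) and stood at 0.53 with Δ486. PC, the mitochondrial pyruvate carboxylase, fell by 0.69 and 0.63 and stood at -0.50 with Δ486. They are among 97 clusters that changed with wild type KLF11 and A347S and with neither Δ486 nor EAPP. The number was 184 without the second Δ486 array. NUPR1, a stress-induced chromatin protein, fell by 1.04 with A347S and stood at -0.92 with EAPP (adjusted p = 0.158). With EAPP at the unadjusted criterion, it changed with both of these mutants. Such shared clusters numbered 0.1 in the mean of simulated unchanged groups, or 1.24 with the unadjusted criterion for both. Independent lists would share 0.835 rising and 0.802 falling clusters. In all, 24 clusters changed with both mutants. This count was 36 without the second empty vector array, and 1 with EAPP at an adjusted p.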

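In the direct comparison of the EAPP mutant with wild type KLF11, SLC2A1, the main glucose transporter of proliferating cells, was higher with EAPP by 1.43 (standard error 0.11, adjusted p = 0.000274), and SFXN2 also by 1.43. EPB41 was higher by 1.35. Between EAPP and the wild type ZNF204P differed by -2.99, SPATA17, a sperm protein, by -1.83 and LMBRD2 by -1.79. Limma called 527 clusters between these constructs, of which 160 were higher and 367 lower with EAPP. For the 837 clusters changed by wild type KLF11, the EAPP change was in median 19.8% of the wild type change, and in 763 of them the EAPP value was nearer to empty vector than to wild type KLF11. By a plain t-test of 2 arrays against 2, 0 clusters differed between EAPP and the wild type at an adjusted p.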

The EAPP mutation, which disrupts coupling to the Sin3-HDAC complex, reverses the expression of most genes induced by the wild type KLF11 or by the other two mutations.

**Figure 2:**
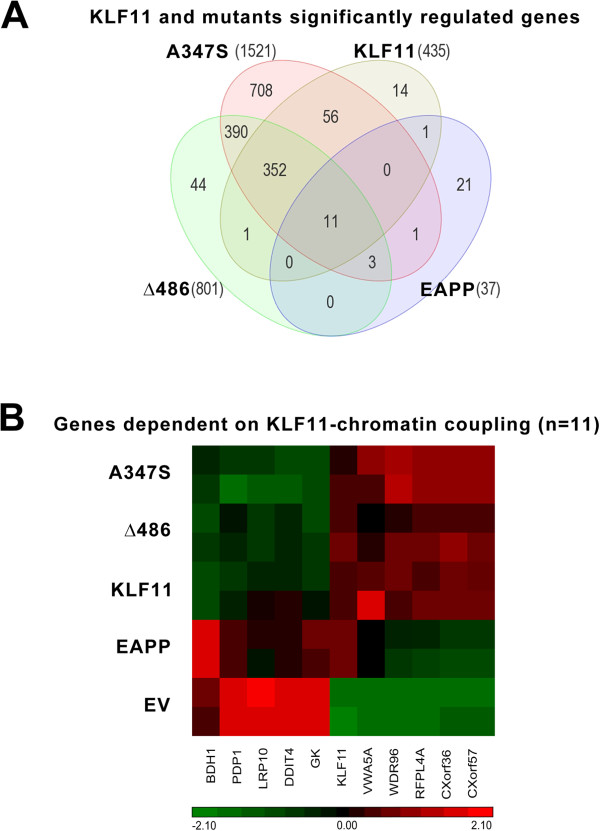
**KLF11 differentially couples to distinct chromatin co-factor systems. (A)** Venn diagram of the overlap of genes significantly regulated by wild type KLF11 and its mutants. Genes that occur at the overlap of KLF11 and all three of its chromatin-coupling mutants were deemed as independent of the effects of chromatin de-coupling and therefore inherent to the protein itself. **(B)** Heatmap of the 11 KLF11-regulated genes that are dependent on interaction with all three chromatin coupling systems.

**Figure 3:**
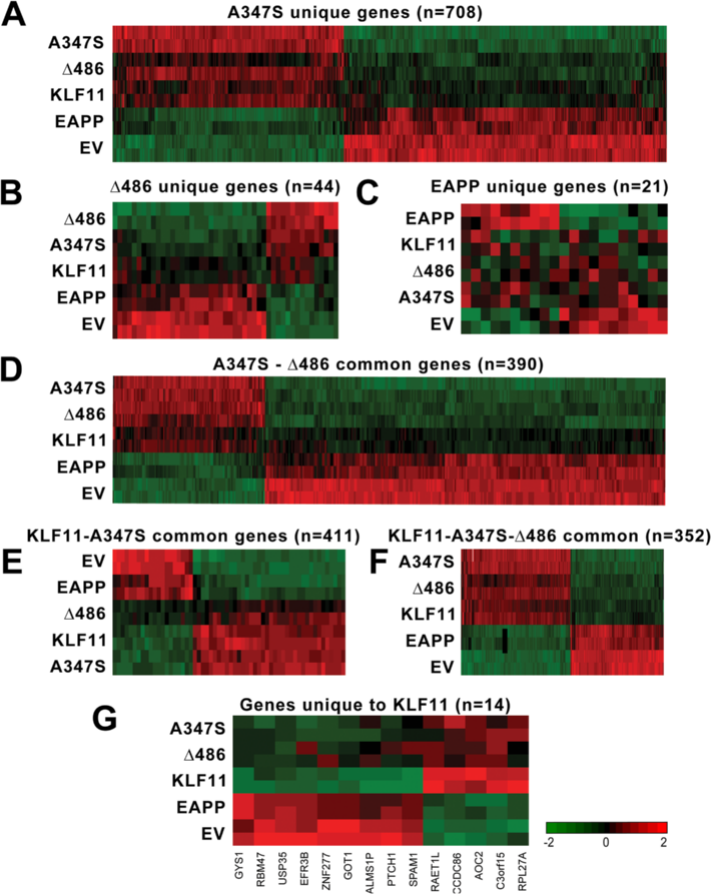
**KLF11 regulates gene expression through combinatorial and singular chromatin coupling events. (A)** The A347S mutant, which decouples KLF11 from WD40 proteins, displays the most genome wide effects, uniquely affecting the expression of 708 genes, whereas the **(B)** Δ486 deletion mutation (decouples KLF11 from HP1/histone methyltransferases) and the **(C)** EAPP mutation (decouples KLF11 from binding the Sin3 scaffold protein and subsequently histone deacetylases) uniquely regulate only 44 and 21 genes, respectively. **(D)** Examination of the overlap between genes significantly regulated by the A347S mutant reveals that approximately 50% are regulated in a similar fashion to the Δ486 mutant, although with varying degrees of intensity. The EAPP mutant, however, displays near complete reversal of these targets. **(E)** Wild type KLF11 and the A347S mutant share 411 targets apart from either the EAPP or Δ486 mutants, although **(F)** 352 targets exists that are shared between all three systems. These data indicate that KLF11 chromatin coupling occurs in a largely combinatorial fashion. **(G)** Only 14 genes were identified that are uniquely regulated by KLF11, independent of chromatin coupling to the transcription factor. Ontological analysis of these genes reveals roles in cancer, cellular proliferation, and metabolism.

### Identification of KLF11-regulated genes for which expression is independent of known chromatin coupling events

Subsequently, we examined genes for which expression might be regulated by KLF11 in a manner that does not involve the chromatin remodeling machines examined above. A small percentage of genes are still significantly modulated uniquely by wild type KLF11 (Figure 3G). 

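GOT1, the cytosolic aspartate aminotransferase, fell by 0.73 with wild type KLF11 (standard error 0.07) and stood at -0.58 with A347S, -0.44 with Δ486 and -0.26 with EAPP. GYS1, the muscle glycogen synthase, fell by 0.59, and AOC2, an amine oxidase, and CFAP91, labelled C3orf15 in Fig. 3G, rose by 0.61 and 0.63. CCDC86, a nucleolar protein, rose by 0.61 with the wild type and by 0.71 with A347S. RBM47, an RNA-binding protein, stood at -0.35 with the wild type, PTCH1, the Hedgehog receptor, at -0.54, and ZNF277 at -0.50, and they did not reach the fold threshold. ZNF277 stood at -0.07 on a second, dimmer cluster. RPL27A, a ribosomal protein, stood at 0.09 on the brighter of its clusters. On the other it stood at 0.61 with the wild type, past both thresholds, with 0.53 without the second empty vector array, and at 0.46 with A347S and 0.39 with Δ486, short of the fold threshold. Of the 14 genes shown in Fig. 3G, read on the brighter cluster where a gene has several, 5 passed both thresholds with wild type KLF11 and 10 passed at an adjusted p alone. The study chose these genes on the same arrays, so these counts are not independent evidence. Between A347S or Δ486 and wild type KLF11 limma called 0 of all 20961 clusters, and so none of the 14. GYS1 was higher by 0.88 and CFAP91 lower by 0.66 with EAPP than with the wild type. Left-out arrays ended some wild type calls, with GYS1 at -0.54 and CCDC86 at 0.58 without the second wild type array and AOC2 at 0.52 without the first.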

Ontological classification demonstrates that these 14 genes are associated with diabetes (ALMS1P; RAET1L; GYS1; RBM47; EFR3B), cancer (RPL27A; SPAM1; PTCH1; ZNF277; USP35; CDC86), or metabolism (C3orf15; AOC2; GOT1). Taken together, these data indicate that the vast majority of KLF11’s biological processes are dependent on its interaction with chromatin regulators within our model system. 

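Clusters that passed with wild type KLF11 and with no mutant numbered 38, of which 20 rose and 18 fell, and 95 without the second wild type array. Their median absolute change was 0.63 with wild type KLF11 and 0.48 with A347S. With A347S, 25 of the 38 passed at an adjusted p under 0.05 without the fold threshold, and limma called none of them between A347S and the wild type, where 9 had an unadjusted p under 0.05. GOT1, GYS1, AOC2 and CFAP91 are among the 38. The paper takes the genes that change with wild type KLF11 alone as those which KLF11 might regulate without the chromatin machines under study, and finds them to be a small percentage. It reads its data together as placing the vast majority of the processes of KLF11 in its model system under its interaction with chromatin regulators.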

A repertoire of chromatin-independent function is predicted, as the transcription factor is capable of interaction with gene promoters directly. Alternatively, the regulation of these genes may involve yet unidentified chromatin co-factor.

### Pathway reconstruction of combinatorial KLF11-regulated chromatin pathways by ontological approach

Gene Ontology (GO) enrichment analysis of the genes modulated by wild type KLF11 and each of the three mutations show various common biological processes (Figure 4A). Indeed, the wild type shares 60% (34/57) of the biological processes with at least one of the mutants. One of the biological processes, lipid cellular metabolic process, is enriched in wild type KLF11 and all three mutants (Additional file 2: Table S1). 

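ACAT2, which supplies acetoacetyl-CoA to sterol synthesis, fell by 0.88 with wild type KLF11, 1.03 with A347S and 0.84 with Δ486 (standard error 0.08) and stood at 0.35 with EAPP. LSS, the cyclase that makes lanosterol, fell by 0.92, 1.20 and 1.09 and stood at -0.27 with EAPP. Of 17 measured genes of cholesterol synthesis, 4 fell and none rose with each of wild type KLF11, A347S and Δ486, and none changed with EAPP (camera, adjusted p = 0.783), the same counts when adjusted over the list alone. With wild type KLF11, 16 of the 17 were below empty vector and the median was -0.17 (limma's camera, adjusted p = 0.000478, and adjusted p = 0.305 with an estimated correlation).
FASN, the fatty acid synthase, fell by 0.73, 1.02 and 0.78 with wild type KLF11, A347S and Δ486, and ELOVL1, an elongase of very long chains, changed by -0.95, -1.49 and -1.25. ELOVL1 stood at -0.46 with EAPP. Of 20 genes of fatty acid synthesis and desaturation, 4 fell with the wild type, 8 with A347S and 7 with Δ486, and 1 rose with each of these mutants. Adjusted over the list alone the counts were the same, and 1 gene fell with EAPP, where 13 of the 20 were below empty vector. The median was -0.41 with the wild type (camera, adjusted p = 7.07e-05, and adjusted p = 0.264 with an estimated correlation), -0.55 with A347S, -0.49 with Δ486 and -0.09 with EAPP (camera, adjusted p = 0.00722, and adjusted p = 0.261 with an estimated correlation). LPIN1, which makes diacylglycerol, fell by 0.89, 1.24 and 1.12 with wild type KLF11, A347S and Δ486. Among 16 genes of triglyceride and glycerolipid synthesis, 2 rose and 1 fell with the wild type, 2 rose and 4 fell with A347S, and 1 rose and 1 fell with Δ486. With EAPP 12 of the 16 were below empty vector (camera, adjusted p = 0.00339, and adjusted p = 0.235 with an estimated correlation).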

Among the most highly enriched biological processes, 14 terms are common to wild type KLF11 and the A347S and Δ486 mutations. Variations of the intensity of signal, the number of genes implicated, and the score of GO enrichment for these 14 biological processes are shown in Additional file 2: Table S1. Interestingly, wild type KLF11 and mutants conserve several biological processes related to anabolism or catabolism of lipids, amino acids, and glycoconjugates. 

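BCAT2, the mitochondrial aminotransferase for branched-chain amino acids, fell by 0.88 with wild type KLF11, 1.27 with A347S and 1.04 with Δ486 (standard error 0.09), and IVD, which degrades leucine, changed by -1.01, -1.39 and -1.22. Of 19 measured genes of branched-chain amino acid and ketone body catabolism, 7, 7 and 6 fell with these constructs and none rose, the same counts when adjusted over the list alone. The camera adjusted p was 3.85e-05 with the wild type, 0.0235 with A347S and 0.00586 with Δ486, and 0.264, 0.29 and 0.322 in that order with an estimated correlation. PYCR1, an enzyme of proline synthesis, fell by 0.77, 1.24 and 0.93, and SLC7A1, a transporter of arginine and lysine, fell by 0.85 with A347S and 0.62 with Δ486. Of 21 targets of the amino acid response factor ATF4, 2 fell with the wild type, 4 with A347S and 4 with Δ486 (3, 5 and 4 when adjusted over the list alone). With wild type KLF11 the camera adjusted p was 0.0129, and the adjusted p = 0.507 with an estimated correlation.

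**Figure D3:**
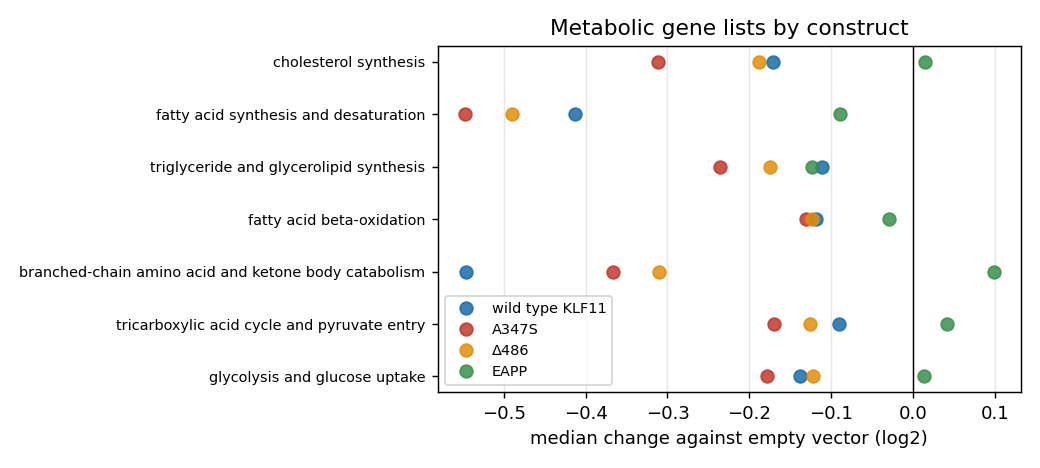
Median log2 fold change against empty vector (horizontal axis) of the measured members of 7 metabolic gene lists, with a point per construct. The wild type, A347S and Δ486 points lie below 0 in every list, from -0.55 to -0.09, and the EAPP points lie between -0.12 and 0.10, where the medians above 0 of cholesterol synthesis and of glycolysis and glucose uptake turn below 0 after median centring.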

Other common groups include redox processes of protein homodimerization, regulation of the activity of protein kinases, and response to the estrogen.

**Figure 4:**
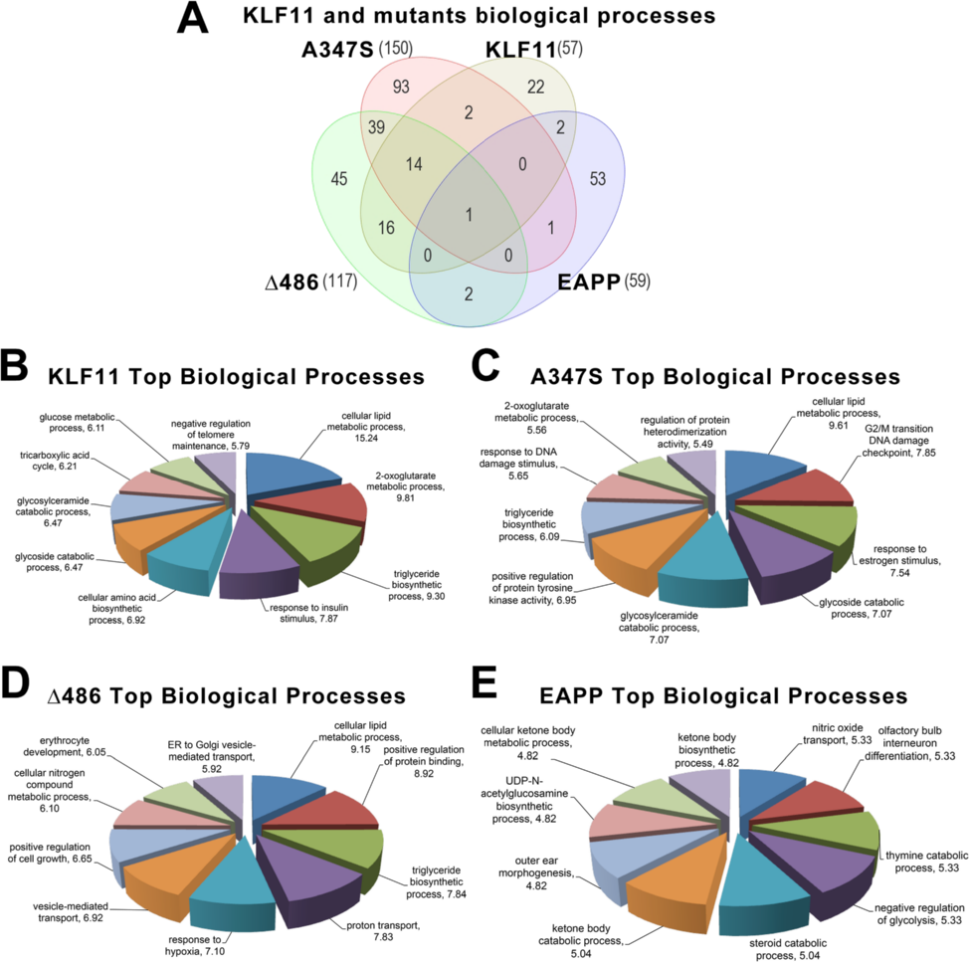
**Biological regulated by KLF11 and its chromatin binding partners.** Genes significantly regulated by wild type KLF11 and its mutants compared to empty vector were analyzed for enrichment of biological processes by an ontological approach. A threshold of 3 genes and a p-value of less than 0.05 by Fisher’s Exact Test were required to be considered significantly regulated by the transcription factor and its mutants. **(A)** Venn diagram of biological processes demonstrates that the A347S mutant causes the largest number of genome-wide effects with significant alterations in 150 processes, 93 of which are unique to the mutant. Only one biological process, lipid cellular metabolism, is dependent on the combinatorial effects of all three chromatin coupling systems. The top biological processes were computed for each of the proteins compared to empty vector. The pie charts for **(B)** Wild type KLF11, **(C)** A347S mutant, **(D)** Δ486 mutant, and **(E)** EAPP mutant display the top ten scoring biological processes for each with enrichment percentage displayed. These results indicate that the effects of KLF11 coupling to chromatin co-factors impact on a large number of biological functions.

Two of the wild type KLF11 biological processes, the G2/M transition during DNA damage checkpoint and cilium assembly, are also conserved in the A347S mutation. 

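KIF20A, a kinesin of cytokinesis, rose by 0.93 with wild type KLF11 and 1.06 with A347S (standard error 0.08), and CENPE, a kinesin of the kinetochore, by 0.80 and 0.96. ASPM, a spindle pole protein, rose by 0.86 with A347S and stood at 0.56 with the wild type. With Δ486 KIF20A rose by 0.88 and ASPM by 0.67, the latter standing at 0.55 without the second Δ486 array. Of 25 measured genes of the G2/M transition and mitosis, 2 rose and 1 fell with wild type KLF11, 4 rose and 2 fell with A347S and 4 rose and 1 fell with Δ486, the same counts when adjusted over the list alone. With the wild type 17 of the 25 were above empty vector (camera, adjusted p = 0.0342, and adjusted p = 0.45 with an estimated correlation), and with A347S 15 were (adjusted p = 0.279, and 0.196 with Δ486).
CFAP69, a protein of the sperm flagellum and motile cilia, rose by 1.51 with wild type KLF11 and 2.11 with A347S (standard error 0.21), and DRC9, a part of the regulator of ciliary dynein, by 1.11 and 1.34. IFT80, a subunit of intraflagellar transport, rose by 0.74 and 1.03, and TMEM67, a protein of the transition zone, by 0.93 and 1.08. A pair of ciliary lists was drawn up after the largest changes had been seen. Of 54 genes of the ciliary axoneme and its assembly, 7 rose with the wild type, 8 with A347S and 6 with Δ486, and none fell. Of 55 genes of ciliary transport, the BBSome and the transition zone, 8, 12 and 8 rose and none fell. In the transport list 42 of the 55 were above empty vector with the wild type (camera, adjusted p = 1.13e-06, and adjusted p = 0.355 with an estimated correlation).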

There are 16 biological processes exclusively conserved between wild type KLF11 and the Δ486 mutant. These include cellular metabolic processes, such as aldehyde and nitrogen compound metabolism, isocitrate and 2-oxoglutarate metabolism, glycosaminoglycan catabolic processes, and fatty acid beta-oxidation.

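HSD17B4, the peroxisomal multifunctional enzyme of beta-oxidation, changed by -1.01 with wild type KLF11 and -1.22 with Δ486 (standard error 0.10), and CPT1A, which carries fatty acids into mitochondria, by -0.81 and -0.99. Of 20 measured genes of fatty acid beta-oxidation, 2 fell and none rose with the wild type, and 2 fell and 1 rose with Δ486. With A347S 5 fell and 1 rose. These counts were the same when adjusted over the list alone, and camera gave an adjusted p of 0.206 for the wild type, 0.0777 for Δ486 and 0.094 for A347S. IDH2, the mitochondrial isocitrate dehydrogenase, fell by 0.80 with the wild type, 0.98 with A347S and 0.90 with Δ486. SUCLG1, a subunit of succinyl-CoA synthetase, rose by 0.68 and 0.90 with the wild type and A347S. Of 24 genes of the tricarboxylic acid cycle and pyruvate entry, 4 fell and 1 rose with the wild type, 5 fell and 1 rose with A347S and 3 fell and 1 rose with Δ486 (camera, adjusted p = 0.263 for the wild type). ALDH7A1, an aldehyde dehydrogenase that also degrades lysine, fell by 1.00 and 1.08 with the wild type and Δ486, and by 1.15 with A347S.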

Interestingly, the A347S and Δ486 mutations share more than a quarter of biological processes (n = 39) that are absent in wild type KLF11 and the EAPP mutant. Between these 39 GO terms, we found enrichment of terms associated to the monitoring of the DNA transcription, RNA polymerase I transcription promoter regulation, and epigenetic control of gene expression, such as histone H3 acetylation, chromatin remodeling, protein acetylation and deacetylation, and regulation of phosphorylation. 

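POLR1F, a subunit of RNA polymerase I, rose by 0.90 with A347S and 0.77 with Δ486 (standard error 0.09) and also by 0.74 with wild type KLF11. TTF1, the factor that terminates ribosomal RNA transcription, rose by 0.97, 0.82 and 0.82 in the same order, and stood at 0.13 with EAPP. Of 15 measured genes of RNA polymerase I transcription, 4 rose and 1 fell with A347S, 4 rose and none fell with Δ486 and 3 rose and none fell with the wild type, the same counts when adjusted over the list alone. The camera adjusted p was 0.0401, 0.0473 and 0.0268, and with an estimated correlation 0.276, 0.322 and 0.305.
ING2, which links the Sin3-HDAC complex to methylated histone H3, fell by 0.98 with A347S and 0.87 with Δ486 (standard error 0.11). SIN3A, the scaffold of that complex, fell by 0.83 with A347S and 0.65 with the wild type and stood at -0.57 with Δ486. ING2 also fell by 0.63 with the wild type, or stood at -0.58 after cyclic loess scaling. HDAC1, a deacetylase of the complex, fell by 0.70 with A347S and stood at -0.48 with the wild type. Of 14 genes of the complex, 2 rose and 3 fell with A347S, 2 fell with Δ486 and 1 rose and 2 fell with the wild type (camera, adjusted p = 0.486, 0.33 and 0.415). Of 9 genes of HP1 and the H3K9 methyltransferases, 1 fell with A347S and none changed with Δ486 or the wild type, and 9, 8 and 8 of them were below empty vector. For these the camera adjusted p was 0.00618 with A347S, 0.0194 with Δ486 and 0.0372 with the wild type, and 0.276, 0.322 and 0.317 with an estimated correlation. Of 5 G protein beta subunits, which are WD40 proteins, 1 fell with A347S and none changed with Δ486 or the wild type (camera, adjusted p = 0.0559, 0.124 and 0.0635).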

Wild type KLF11 and EAPP share only two GO-terms in common: branched chain amino acid family catabolic processes and negative regulation of TOR and signaling cascade.

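BCKDHB, a subunit of the branched-chain keto acid dehydrogenase, fell by 0.96 with wild type KLF11 (standard error 0.08) and stood at 0.27 with EAPP, a difference between them of 1.22 (adjusted p = 0.000182). MCCC1, which degrades leucine further, stood at -0.33 with the wild type and 0.42 with EAPP, and was higher with EAPP than with the wild type by 0.76 (adjusted p = 0.00118). Of 19 genes of branched-chain amino acid and ketone body catabolism, 1 rose and none fell with EAPP, and 2 rose when adjusted over the list alone. The member that rose is BDH1, which oxidizes the ketone body beta-hydroxybutyrate. With the wild type 14 of the 19 were below empty vector and the median was -0.55. With EAPP 13 were above it and the median was 0.10 (camera, adjusted p = 0.00339, and adjusted p = 0.272 with an estimated correlation). DEPTOR, an inhibitor of TOR, stood at -0.35 with the wild type and -0.40 with EAPP and did not reach the fold threshold with either. Of 22 genes of insulin and TOR signalling, 1 fell with the wild type and none rose, and 15 were below empty vector (camera, adjusted p = 0.0394, and adjusted p = 0.305 with an estimated correlation). With EAPP none changed, and 1 rose when adjusted over the list alone (camera, adjusted p = 0.5).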

Overall, 22 of 57 (38.6%) of the biological processes enriched in the wild type KLF11 are not present any of the three mutants. Among the 22 most enriched biological process found only in the wild type KLF11, we observed several metabolic processes, such as glucose, carbohydrate, and very long-chain fatty acid metabolism, oxaloacetate metabolism, fatty acid homeostasis, and oligosaccharide metabolism. 

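SLC2A1 changed by -1.30 with wild type KLF11 (standard error 0.11), -1.25 with A347S and -1.02 with Δ486, and stood at 0.13 with EAPP. PFKL, the liver phosphofructokinase, fell by 0.78 with A347S and 0.71 with Δ486, and ALDOC, an aldolase, by 0.82 and 0.87. PFKL also fell by 0.60 and ALDOC by 0.63 with wild type KLF11, and after cyclic loess scaling they stood at -0.55 and -0.58, short of the fold threshold. PFKL stood at -0.58 without the second empty vector array and at -0.57 without the second wild type array. Of 19 measured genes of glycolysis and glucose uptake, 3 fell with the wild type, 4 with A347S and 3 with Δ486 and none rose, the same counts when adjusted over the list alone. The camera adjusted p was 0.00871, 0.00129 and 0.00655 with these constructs, and 0.344, 0.276 and 0.379 with an estimated correlation. With EAPP none of the 19 changed (camera, adjusted p = 0.727). Limma called 0 of all 20961 clusters in the direct comparison of either A347S or Δ486 with wild type KLF11. That comparison therefore shows nothing particular to this list.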

Top processes associated with wild type KLF11 expression are shown in Figure 4B and Additional file 3: Table S2. Other specific mechanisms of wild type KLF11 lost by mutation are two mechanisms associated with gene expression (transcription from the RNA polymerase III promoter and mRNA capping) and two biological processes associated with the integrity of the DNA (the DNA repair and the response to DNA damage stimulus). Finally, three important biological processes (e.g., the mitotic cell cycle, the negative regulation of insulin-like growth factor receptor signaling pathway, and the negative regulation of epithelial cell proliferation) are also lost by the mutants. From these data, we conclude that the combinatorial association between the transcription factor and a variety of chromatin coupling systems dictates the majority of KLF11 function, particularly in regulating gene expression and metabolism. The high degree of overlap suggests a form of “epigenetic redundancy” to ensure the proper regulation of these gene targets and processes.

### Pathway reconstruction of singular KLF11-regulated chromatin pathways by ontological approach

Of the mutants, A347S displays the highest number of unique biological process that are not enriched in the wild type (n = 93). Top processes associated with A347S mutant expression are shown in Figure 4C and Additional file 3: Table S2. Interestingly, almost 30% of these biological processes are associated with the structure and maintenance of DNA or telomeres (Additional file 4: Table S3, List 1), processes related to phosphorylation and dephosphorylation, deacetylation, methylation, and demethylation (Additional file 4: Table S3, List 2), and processes of transcriptional regulation by poly-II and mRNA transport (Additional file 4: Table S3, List 3).

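TERF2IP, a subunit of shelterin that caps telomeres, rose by 1.12 with A347S (standard error 0.08) and also by 0.94 with wild type KLF11 and 1.03 with Δ486. Of 15 measured genes of telomere maintenance, 1 rose and 1 fell with A347S, and 1 rose and none fell with each of the wild type and Δ486, the same counts when adjusted over the list alone (camera, adjusted p = 0.307, 0.187 and 0.376). Of 25 genes of DNA replication, CDC6 alone rose with A347S and none fell (camera, adjusted p = 0.385), while none changed with Δ486 (camera, adjusted p = 0.577) or with the wild type, where 16 of the 25 were above empty vector (camera, adjusted p = 0.0342, and adjusted p = 0.569 with an estimated correlation). With EAPP none of these 25 changed, and 23 of them were above empty vector (camera, adjusted p = 7.39e-06, and adjusted p = 0.436 with an estimated correlation).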

In turn, the Δ486 mutant exclusively enriches 45 biological processes that are mediated by the wild type KLF11 or in other mutants. Top processes associated with Δ486 expression are shown in Figure 4C Additional file 3: Table S2. Unlike the A347S mutant, mutation Δ486 is particularly enriched in processes associated with metabolic and biosynthetic processes, protein export–import, and energy protein modification associated processes (Additional file 5: Table S4, List 1). 

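BET1, a SNARE of transport from the endoplasmic reticulum to the Golgi, rose by 1.20 with Δ486 (standard error 0.13), and also by 1.10 with wild type KLF11 and 1.32 with A347S. SEC24A, which selects cargo for COPII vesicles, rose by 0.85 with Δ486 and 1.04 with A347S. Of 26 measured genes of this transport step, 2 rose and 2 fell with Δ486, 4 rose and 3 fell with A347S and 2 rose and 1 fell with the wild type, the same counts when adjusted over the list alone (camera, adjusted p = 0.658, 0.385 and 0.187). HYOU1, a chaperone of the endoplasmic reticulum, fell by 0.80 with Δ486, 0.99 with A347S and 0.64 with the wild type. Of 17 such chaperones and their partners, 1 rose and 1 fell with Δ486 and with A347S and 1 fell with the wild type. For these the camera adjusted p was 0.0223, 0.0158 and 0.0235, and 0.327, 0.276 and 0.312 with an estimated correlation.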

Other groups of processes specifically enriched in this mutant are associated with proliferation and epithelial cell survival (Additional file 5: Table S4, List 2).

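BDH1 rose by 1.19 with EAPP (standard error 0.10, adjusted p = 0.0127), and it was the 1 gene of 20961 clusters that passed both thresholds at an adjusted p. Limma called 0 when either empty vector array, the second EAPP array or either A347S array was left out, without moderation of the variance and with only the 4 arrays of the comparison. At an unadjusted p under 0.05 alone, 1829 clusters passed. Among genes that did not pass at an adjusted p, TRIB3, a pseudokinase of the stress response, stood at -0.77, ALDH1L2, a mitochondrial enzyme of folate metabolism, at -0.84 and ULBP1, a ligand of natural killer cells, at -0.74. TRIB3 also fell by 0.83 with A347S and ALDH1L2 by 1.01 with Δ486. Of 21 targets of ATF4, none changed with EAPP and 3 fell when adjusted over the list alone, and 19 were below empty vector with a median of -0.33. The camera adjusted p was 3.9e-18, and the adjusted p = 0.235 with an estimated correlation. With a variance trend and robust moderation, 21 clusters passed at an adjusted p.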

The EAPP mutant did not display robust gene expression changes within the experiment. However, utilizing a more permissive cutoff yields a list of 53 biological categories, although each only contains a single gene. We find enrichment of biological processes involving nitric oxide transport, catabolic processes, and developmental morphogenesis function, among others. Top processes associated with EAPP expression are shown in Figure 4E and Additional file 3: Table S2. From these data, we are able to identify singular KLF11 chromatin coupling events dictating a number of critical processes, particularly in management of cell cycle control and DNA replication, ones that inherently require a more specific and finely regulated degree of control to execute their programs under strict spatial and temporal constraints.

### Identification of canonical signaling pathways mediated by KLF11 and mutants

Subsequently, we wished to further assess the relatedness between the gene targets significantly modulated by KLF11 and its mutants utilizing a semantic-based approach and the Ingenuity Global Canonical Pathways (GPC) algorithm. The input dataset of significantly regulated gene targets was compared against the IPA canonical pathways, which are curated from published literature. The significance of the associations between the data set and a given canonical pathway is determined by the ratio of the number of genes mapping to the pathway divided by the total number of pathway genes. A p-value is calculated using Fischer's Exact Test determining the probability that the association between the data set and the pathway occurs by chance alone. GPC analysis of genes modulated by the wild type KLF11 and the three mutants shows a variety of significantly enriched pathways (p-value <0.05). The wild type KLF11 shares about 71% (30/42) of its pathways with at least one of the mutants (Figure 5A). The most important intersection of common pathways is observed between wild type KLF11 and mutants A347S and Δ486. Indeed, 90% (38/42) of these pathways are also enriched in at least one of these two mutants. Only two pathways are shared between the wild type and the EAPP mutant.Nevertheless, all genes implicated in these pathways are differently modulated by wild type KLF11 and each one of the mutants. The expression of these genes significantly regulated by wild type KLF11 and the A347S and Δ486 mutants are almost always modulated in the same sense and clustered together (Figure 5B). In contrast, the EAPP site produces a complete reversion of the signals with the levels of gene expression close to the empty vector level, as evidence by its clustering with empty vector apart from the wild type KLF11 and other mutants.

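Over the 2002 clusters that changed with at least 1 construct, hierarchical clustering placed the 4 empty vector and EAPP arrays on a branch apart from the 6 arrays of wild type KLF11, A347S and Δ486. The division was the same over all 20961 clusters. On the second branch the wild type arrays separated from those of A347S and Δ486. After each cluster was centred on its mean over the arrays, the correlation across the 2002 clusters with the empty vector arrays was 0.865 for EAPP, -0.789 for wild type KLF11, -0.944 for A347S and -0.853 for Δ486. Over all clusters these were 0.561, -0.400, -0.732 and -0.571. EPB41 shows the division, at 0.03 with EAPP (standard error 0.10) against falls of 1.32 with wild type KLF11 and 1.48 with A347S. BBOF1, a protein of motile cilia named after its values were seen, stood at 0.21 with EAPP and rose by 1.47, 1.67 and 1.39 with wild type KLF11, A347S and Δ486.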

**Figure 5:**
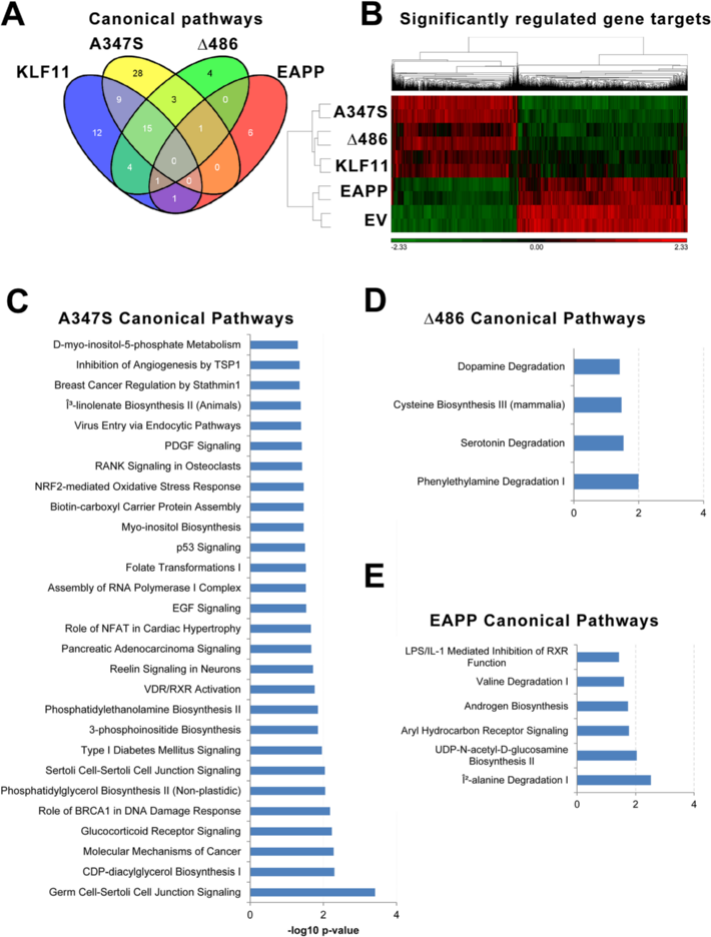
**Canonical signaling pathways mediated by KLF11 and mutants.** Using the Ingenuity Global Canonical Pathways algorithm, significantly modulated signaling pathways were identified for wild type KLF11 and its mutants. A p-value of less than 0.05 as determined by Fisher’s Exact Test was used as criteria for significant association of focus genes to predetermined pathways curated from published literature. **(A)** Venn diagram of significant canonical pathways regulated by wild type KLF11 and mutants reveals that the effects of the EAPP mutation are less significant in this experiment compared to the A347S and 486 mutants. These data are supported by the clustering of all significantly regulated targets as shown in **(B)** which demonstrated that the A347S and Δ486 mutants cluster closely with wild type KLF11 while the EAPP mutant clusters with the empty vector control, indicating complete reversal of the effects of the other proteins. **(C)** Among the 28 top scoring unique canonical pathways mediated by the 374 mutant are signaling pathways, including, EGF, PDGR, p53, RANK and reelin signaling, and glucocorticoid receptor signaling. The Δ486 **(D)** and EAPP **(E)** mutants mediate 4 and 6 pathways respectively, both of which are centered on processes involved on the degradation of biogenic amines. These data support KLF11 as a master transcriptional regulator that mediates large, interconnected signaling cascades.

Twelve of the 42 significantly enriched pathways are conserved only in the wild type KLF11. These normal functions of the wild type KLF11 are potentially lost by the three studied mutations. The most enriched of these pathways includes the nucleotide excision repair pathway and the alpha-adrenergic signaling pathways. 

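ERCC4, the nuclease subunit that cuts on the 5' side of a lesion, rose by 0.79 with wild type KLF11 (standard error 0.09), and also by 0.81 with A347S and 0.77 with Δ486. It stood at 0.00 with EAPP. Of 16 measured genes of nucleotide excision repair, 1 rose and none fell with wild type KLF11, and 13 were above empty vector. For this list the camera adjusted p was 0.0342, and the adjusted p = 0.305 with an estimated correlation. With A347S 2 rose and 1 fell, with Δ486 1 rose and 1 fell and with EAPP none changed (camera, adjusted p = 0.385, 0.408 and 0.5). All of these counts were the same when adjusted over the list alone. Between A347S or Δ486 and the wild type, limma called 0 of all 20961 clusters, so that comparison says nothing particular about this list.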

Interestingly, of all the remaining pathways, 80% (9/11) are metabolic biosynthetic pathways.Mutant A347S possesses the most exclusive pathways. Indeed, 28 pathways are enriched in the A347S mutant compared to wild type KLF11 and other mutants (Figure 5C). 

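PPM1D, a phosphatase that p53 induces, rose by 0.82 with A347S (standard error 0.09), and CCNG1, a cyclin that is also a p53 target, fell by 0.67, or stood at -0.57 without the second A347S array. With Δ486, CCNG1 fell by 0.68 and PPM1D rose by 0.64, or stood at 0.54 without the second Δ486 array. Of 19 measured targets of p53, 2 rose and 2 fell with A347S and with Δ486, and none changed with wild type KLF11, the same counts when adjusted over the list alone (camera, adjusted p = 0.387, 0.531 and 0.703). JUN, an immediate early gene downstream of growth factor receptors, fell by 0.68 with A347S, and KLF6, another of these genes, by 0.87. With Δ486 JUN fell by 0.59 and KLF6 by 0.66, and without the second empty vector array they stood at -0.54 and -0.57. JUN stood at -0.52 with Δ486 after cyclic loess scaling and at -0.54 without the first Δ486 array. ETS2, an immediate early transcription factor, fell by 1.12 with A347S, 0.79 with Δ486 and 0.70 with the wild type. Of 17 immediate early genes, 7 fell and none rose with A347S, 4 fell and 1 rose with Δ486, 1 fell with the wild type and none changed with EAPP, the same counts when adjusted over the list alone. The camera adjusted p was 0.00504 with A347S, 0.00586 with Δ486, 0.00616 with the wild type and 1.29e-05 with EAPP, and 0.29, 0.327, 0.312 and 0.244 with an estimated correlation.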

Interestingly, over 30% (9/28) of these pathways are signaling pathways, including, EGF, PDGR, p53, RANK and reelin signaling, and glucocorticoid receptor signaling. Furthermore, pathways involved in diabetes and pancreatic adenocarcinoma are also present. These pathways may explain the massive number of genes differentially modulated by this mutation (n = 1521 genes) and suggests that this mutant could induce new potentially unexpected and significant physiopathological changes.86% of the enriched pathways in the Δ486 mutant are shared with the wild type KLF11 or the other mutants. Only four new pathways are specifically enriched by the Δ486 mutation (Figure 5D). Interestingly, these pathways are implicated in the degradation of biogenic amines (an important field associated to physiopathology of depression and metabolism of drugs of abuse). 

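MAOB, a monoamine oxidase, stood at 0.09 with EAPP (standard error 0.13) and did not pass the test. Of 11 measured genes of biogenic amine degradation, none changed with EAPP, 4 were above and 7 below empty vector, and the median was -0.05 (camera, adjusted p = 0.727). ALDH1B1, a mitochondrial aldehyde dehydrogenase, fell by 0.94 with Δ486, 1.30 with A347S and 0.83 with wild type KLF11. With Δ486 3 of the 11 genes fell and none rose, with A347S 4 fell, and with the wild type 2 fell and 1 rose (camera, adjusted p = 0.167, 0.44 and 0.173). These counts were the same when adjusted over the list alone. With A347S the median of the list was 0.06 while its mean was -0.21.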

Finally, the EAPP mutant influences only six pathways exclusively (Figure 5E), also primarily related to the degradation of biogenic amines. Taken together, we conclude that KLF11 chromatin-coupled gene targets delineate into specific, well-ordered pathways, consistent with KLF11’s position as a master transcriptional regulator that mediates large cascades of other transcription factors and regulators. The effects of KLF11 chromatin coupling are therefore not incidental to its function but a primary means by which to execute gene activation or repression.

### Reconstruction of downstream biological and disease networks mediated by KLF11 and mutants

We next explored the degree of connectivity between KLF11 and mutant-regulated genes and their pathobiological associations. Networks of significantly regulated genes were algorithmically generated based on their connectivity and assigned a score that encapsulates the relevance of the generated network to the original list of focus genes. All edges are supported by at least one literature reference of direct physical, transcriptional, and enzymatic interactions, or from canonical information stored in the Ingenuity Pathways Knowledge Base. A right-tailed Fisher’s Exact Test was used to calculate the p-value for networks and a threshold of p < 0.05 used to determine significance. A functional analysis of a network then determined the biological functions and/or diseases that are most significant to the genes contained within the network (Figure 6).

**Figure 6:**
**Biological disease networks mediated by KLF11 and its mutants.** Using Ingenuity’s network analysis tool, significantly regulated genes by KLF11 **(A)** and its A347S **(B)** and Δ486 **(C)** mutants were examined for connectivity. Networks were scored by relevance and a p-value assigned by Fisher’s Exact Test to discriminate networks generated by chance alone. A threshold of p < 0.05 was employed to determine significant networks. Networks were then assessed for association to known biological or disease processes. Wild type KLF11 and its mutants share three processes: death and survival, hereditary disorders, and molecular transport. Of the identified processes, 10 are unique to wild type KLF11 and 6 and 8 are unique to the A347S and Δ486 mutants, respectively. A number of known KLF11-mediated biological and diseases processes were revealed by this analysis, providing an internal control, including endocrine disorders, gastrointestinal disorders, and cellular growth and proliferation processes. However, the analysis also generated a number of novel biological and disease processes that remain to be experimentally validated for KLF11.

Of the identified processes, only three were common to wild type KLF11 and all three mutants: cell death and survival, hereditary disorders, and molecular transport mechanisms. Wild type KLF11 possessed the most unique networks (n = 10) and included a number of characterized biological and disease networks, including cellular growth and proliferation [22], endocrine disorders, reproductive system development and function [23], and biliary hyperplasia, among others. The A347S mutant uniquely associates to 6 networks, including ones linked to auditory disease, cellular compromise, and organismal development. The Δ486 mutant uniquely associated to 8 networks. Among the Δ486 mediated networks are significant associations to gastrointestinal disease, connective tissue development, and immune presentation and response. Together, these data recapitulate the repertoire of known KLF11-mediated functions and uncover a number of new potential functional and disease associations for future studies.

### Identification of upstream regulators of KLF11-chromatin coupled pathways

Finally, we wished to identify the upstream transcriptional regulators using Ingenuity’s Upstream Regulator (UR) analysis. The UR analytic is based on prior knowledge of the expected effects of transcriptional regulators and their target genes stored in the Ingenuity Public Knowledge Base. The algorithm examines how many known targets of each transcriptional regulator are present in the list of significantly regulated targets and compares direction of expression to that expected from previously published data. For each potential regulator, an overlap p-value using Fisher’s Exact Test and an activation z-score was computed, the latter of which determines the activation state. A threshold p-value of <0.01 and activation score of +/- 2 was considered significant for our purposes. The end result was the identification of upstream regulators of KLF11 or its mutants that permit the generation of plausible signaling cascades mediated by these upstream regulators through KLF11 chromatin coupling.

The results of the UR analysis are presented in Additional file 6: Table S5. 

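BACE1, the beta-secretase, rose by 0.92 with wild type KLF11 (standard error 0.08) and is listed under PPARG, as are SLC2A1, BDH1 and IVD, which fell. Of 15 genes that Additional file 6: Table S5 lists under PPARG for the wild type, 14 were measured, and 3 of them rose and 11 fell. The study chose these genes on the same arrays, so their counts are not independent evidence. PPARG itself, a nuclear receptor of lipid metabolism, stood at -0.38 with the wild type (standard error 0.07) and did not reach the fold threshold.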

Wild type KLF11 displayed two significant upstream inhibitory regulators, PPARG and HNF1A, both of which have previously been implicated in the regulation of the transcription factor or as a co-regulator (Figure 7A) [24]. The A347S mutant, consistent with the gene level, pathway, and network analyses, is the most disruptive, possessing 9 activating upstream regulators and 23 inhibitory upstream regulators. 

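Across the regulators listed for A347S in Table S5, 215 different genes were measured, of which 47 rose and 140 fell with A347S, or 87.0% in all. For Δ486, 84 of 93 changed (16 rose, 68 fell). These genes were chosen by the study on the same arrays and are not independent evidence. Under PPARG, a nuclear receptor that drives fat storage, 40 genes were measured for A347S, of which 8 rose and 29 fell. Under HIF1A, the oxygen-regulated transcription factor, 35 were measured, and 7 rose and 22 fell. UCP2, a carrier of the inner mitochondrial membrane, fell by 1.18 with A347S (standard error 0.11), and RBL1, a relative of the retinoblastoma protein, by 1.13. Both are listed in the table.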

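ANXA6, an annexin that binds membranes, fell by 1.01 with A347S (standard error 0.08) and FUCA1, the lysosomal fucosidase, rose by 1.02. CYP1B1, a cytochrome P450, fell by 0.84. Table S5 lists 12 genes under EZH2 for A347S, of which 11 were measured, 2 rose and 7 fell. These genes were chosen by the study from the same arrays, so the counts are not independent evidence. EZH2 itself, the methyltransferase of Polycomb repressive complex 2, stood at -0.38 with A347S (standard error 0.08) and did not reach the fold threshold.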

Interestingly, EZH2, a histone methyltransferases, is identified as potential upstream activator. Previous reports have identified an antagonistic relationship between KLF10 and the functions of EZH2/Polycomb Repressive Complex [21]. This data hints to other important chromatin couplings to KLF11 that remain to be completely elucidated. 

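Under SREBF1, the transcription factor that drives fatty acid synthesis, Table S5 lists 23 genes for A347S beside a joint entry for HSPA1A and HSPA1B, and of the 23, 6 rose and 15 fell, among them IDH1, LPIN1 and FASN. FADS2, a desaturase in this group, fell by 0.88 with A347S (standard error 0.07). Under JUN 21 genes were measured, of which 4 rose and 12 fell, with ACAT2 and SLC7A1 among those that fell. STMN1, which destabilizes microtubules and is listed there, fell by 0.84, and stood at 0.24 on a second, dimmer cluster. Under ATF4 11 genes were measured, of which 8 fell and none rose. CPOX, an enzyme of heme synthesis in that group, fell by 1.05 and ERO1A, which oxidizes protein disulfide isomerase, by 1.10. The genes in these groups were chosen by the study on the same arrays and are not independent evidence. SREBF1 stood at -0.57 and ATF4 at -0.52 with A347S, and neither reached the fold threshold.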

Figure 7B shows the genes affected in the presence of the mutant when 486 is inhibited by SREBF1 or JUN and ATF4. For the 486 mutant, 6 upstream activators were identified and 15 upstream inhibitors, including SREBF2 and HIF1A (Figure 7C). 

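ACACA, which makes malonyl-CoA, fell by 0.76 with Δ486 (standard error 0.08). It is 1 of the 9 genes that Table S5 lists under SREBF2 for Δ486, of which 7 fell and 1 rose. BNIP3, a mitophagy receptor induced by hypoxia, fell by 0.88 with Δ486 and ERGIC1, a protein of transport to the Golgi, by 0.90, while BACE1 rose by 0.86. They stand among 19 genes under HIF1A, of which 6 rose and 10 fell. These genes were chosen by the study on the same arrays, so the counts are not independent evidence. SREBF2 stood at -0.45 with Δ486 and HIF1A at -0.58 (standard errors 0.09 and 0.10). Of 20 measured targets of HIF1A listed independently of the study, 1 rose and 5 fell with Δ486, the same counts when adjusted over the list alone (camera, adjusted p = 0.05, and adjusted p = 0.379 with an estimated correlation).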

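HBB, the beta globin, stood at -0.46 with EAPP (standard error 0.11, adjusted p = 0.29). It is the measured gene that Table S5 lists for EAPP under KLF1, KLF3, KLF7 and KLF13. Of 4 genes measured among those listed for EAPP, DDIT4 alone passed the unadjusted criterion with this mutant, and STC2, a secreted glycoprotein, stood at -0.48. Among the factors themselves, KLF1 stood at 0.19 with EAPP, KLF3 at -0.12, KLF7 at 0.09 and KLF13 at -0.15, and none of them passed limma's test. Of 17 measured genes of the Krüppel-like factor family, none changed with EAPP, and 1, KLF11, rose when adjusted over the list alone (camera, adjusted p = 0.313). With wild type KLF11 1 rose and 2 fell, with A347S 1 rose and 5 fell and with Δ486 1 rose and 4 fell (camera, adjusted p = 0.154, 0.385 and 0.531). The list's median and mean differ in sign with A347S, at 0.04 and -0.14, and with Δ486, at 0.12 and -0.10, and the A347S median is -0.01 after cyclic loess scaling. KLF12, a repressor of the family, fell by 0.72 with the wild type and 0.71 with A347S.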

Although the EAPP did not display any significant upstream regulators as defined by our full criteria, a number of other KLF proteins (KLF1, 3, 7, 13) were identified as upstream regulators by p-value alone, suggesting that inter-association of KLF proteins is also critical to KLF11 function. In addition, we find that KLF10 is identified as affected downstream of both the 486 and A347S mutants through multiple KLF11 upstream regulators. Together, these data suggest that transregulation among KLF proteins is critical to their function and reveal the potential for a chromatin-dependent interplay between family members, permitting additional specificity in the regulation of distinct nodes within their targeted gene expression networks. 

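Table S5 lists 5 genes for Δ486 under HOXA10, a homeobox factor, KLF10 among them, and the 4 that were measured fell. SAT1, which acetylates polyamines, fell by 0.80 with Δ486 (standard error 0.10) and is in that group with IDH2 and SCD. The study chose these genes on the same arrays, so the count is not independent evidence. Against wild type KLF11, KLF10 was lower by 0.24 with A347S and 0.20 with Δ486 (adjusted p = 0.254 and 0.452), and neither was called by limma.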

Although a number of the regulators are common to the wild type KLF11 and the A347S and Δ486 mutants, indicating that mutation does not necessarily impair upstream regulation or co-regulation, the activation or inhibition of these proteins regulates a distinct subset of endpoint genes. The absence of wild type KLF11 targets and acquisition of new, inappropriate targets in the presence of mutation places KLF11 chromatin coupling events at the center of the transcription factor’s function or dysfunction.

**Figure 7:**
**Upstream regulators of KLF11 and its mutants.** Gene targets significantly regulated by KLF11 and its mutants were analyzed by Ingenuity’s Upstream Regulator Analytic that compares the experimentally derive activation or inhibition of focus molecules to relationships between upstream regulators and target molecules known from published data. For each potential upstream regulator and its targets, a p-value for the degree of overlap between that of the protein under study and a z-score for the activation status are calculated. For our study, a threshold of p < 0.05 and a minimum z-score of +/- 2 were employed. The full results are published in Additional file 6: Table S5 and sample signaling cascades presented for wild type KLF11 **(A)**, A347S **(B)**, and Δ486 **(C)**. No cascades were generated that proved significant for the EAPP mutant although a more permissive criteria of a p-value of less than 0.05 did generate a number of single gene associations listed in Additional file 6: Table S5, including a variety of other KLF proteins, hinting at co-regulation within the KLF family. Many of the upstream regulators, such as PPARG, are previously identified co-regulators of KLF11. While the upstream regulators frequently overlap between wild type and mutant conditions, the end gene targets are unique to each condition. These results suggest that the deregulation of KLF11 from a large number of gene networks is completely dependent on the effective coupling of the transcription factor to its chromatin co-factor system.

In summary, here we have identified the precise interplay between KLF11 and three of its chromatin coupling systems, namely Sin3/HDAC, HP1/HMTs, and WD40 proteins, on a genome-wide scale. The functional repertoire of KLF11 appears to be dictated by both combinatorial effects between these systems and singular chromatin coupling events. Redundancy, particularly in critical biological processes such as metabolism and organismal development, occurs between systems to ensure preservation of critical functions. On the other hand, singular chromatin coupling events exist to ensure precision in processes requiring strict spatial and temporal parameters to avoid inappropriate signaling.

## Discussion

Until recently, the relationship between chromatin and transcription factors appeared largely passive. However, the evidence that overexpression of four transcription factors—Oct4, Sox2, m-Myc, and KLF4—is sufficient to reprogram fully differentiated fibroblasts into pluripotent ES-like cells suggests an active role for transcription factors in the epigenetic regulation of chromatin state [25]. KLF proteins, in particular, have demonstrated a multitude of feed-forward effects on epigenetic regulation of gene expression. Here, we propose KLF11 as a model for understanding the critical role of sequence-specific factors in epigenetic regulation of a multitude of pathobiological processes.

KLF proteins deliver epigenetic information to gene promoters through three primary mechanisms: (i) sensing and translating environmental stimuli into a program of gene expression, (ii) sequence-specific targeting of chromatin remodeling complexes to gene promoters, and (iii) transactivation of other transcription factors to assist in the regulation of large networks of interdependent genes. Transient regulation of gene expression occurs through association with histone acetyltransferases (HATs) and histone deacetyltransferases (HDACs), while long-term gene silencing is enacted by interactions with histone methyltransferases (HMTs) and DNA methyltransferases (DNMTs). No single classification scheme may accurately characterize the function of KLF11 in its entirety. However, the classification of family members by virtue of its co-factors provides a framework to understand the functional differences in the manner in which it engages chromatin to activate or repress transcription in a dynamic and reversible manner.

The association between KLF11 and chromatin coupling is well established. Initial biochemical characterization of KLF11 revealed that its N-terminus possesses a domain that adopts an α-helical conformation and that mutations within this domain significantly disrupted its binding to Sin3 and the subsequent recruitment of HDACs [26,27]. Subsequently, KLF11 was found to associate with HP1α [7], one of the epigenetic “gatekeepers” of gene silencing through its extreme C-terminus [28-30]. HP1 proteins repress gene expression by binding to H3K9me marks and interacting to H3K9 histone methyltransferases, such as G9a or SUV39H1, which methylate this same residue on adjacent nucleosomes [31,32]. Deletion of the C-terminus leads to deregulation of tumor suppression functions mediated by KLF11. Finally, KLF11 has also been demonstrated to associate with WD40, WWI, WWII, and SH3-domain containing proteins through a proline-rich domain [4]. Interaction of KLF11 and WD40 protein Gβ2, for example, is disrupted in the presence of the A347S mutation, the variant associated with development of Maturity Onset Diabetes of the Young 7 (MODY7). The effect of decoupling of KLF11 to chromatin co-factors, however, has only been studied on small subsets of genes related to the system of focus.

The investigation presented here is the first to attempt to dissect the roles of KLF11 and chromatin coupling on a genome-wide level to ascertain the combinatorial or unique effects of each type of previously identified interacting chromatin system. Utilizing a single cell type with overexpression of wild type KLF11 and the three previously described mutants, A347S, Δ486, and EAPP, we were able to examine the interplay between coupling of the transcription factor to the WD40, HP1/HMT, and Sin3/HDAC systems, respectively. By introducing saturating amounts of each mutant into pancreatic epithelial cells, we were able to tease apart the relative and overlapping contributions of each chromatin coupling mechanism to the regulation of pathobiological gene networks. Our results reveal that in the pancreatic epithelial cell utilized as our model, a large number of the affected genes, networks, and signaling cascades are modulated by the coupling of KLF11 to its variety of chromatin systems. The number of genes identified as regulated independently of these systems represented <1% of the total genes mediated in the presence of wild type or mutant proteins.

It is important to underscore that the study reported here is unique as it uses genome-wide approaches to dissect the function of several different chromatin-based pathways in the transcriptional function of a single KLF protein. The KLF family of transcription factors consists of 17 members [1]. Sequence identity at the carboxyl terminus among KLF family members is greater than >65%, suggesting the regulation of similar types of gene promoters and the potential for synergistic or antagonistic regulation by family members. Despite the high degree of sequence identity in their DNA-binding ability, the functional activities of KLF members differ widely due to the high degree of variability within the N-terminal domain of each protein, the region responsible for interaction with chromatin machinery. Although the highly conserved DNA-binding domain denotes their familial origins, the ultimate functional identity of each KLF protein rests in its their ability to couple to the molecular machinery that regulate gene expression, in particular to bind writers, readers, and erasers of the histone code. Although some family members bind to the same chromatin partners as KLF11 [33], the degree to which the gene networks and biological processes identified here may be generalized to other family members remains to be elucidated. However, it is tempting to speculate that the most closely related proteins KLF9, KLF10, KLF11, KLF13, KLF14, and KLF16 being extensively studied in our laboratory because of their participation in metabolic processes, may at least regulate some overlapping gene networks. These proteins contain distinct motifs which couple to similar and also distinct chromatin remodeling complexes. In fact, it has been shown that these proteins couple to the same chromatin regulators in organisms ranging from flies to human. Notably, disruption of the KLF11 orthologous fly gene Cabut, leads to metabolic problems [34]. In human, alterations in KLF11 causes neonatal and juvenile Diabetes while its closely related gene, KLF14 causes obesity and adult type II diabetes [35]. Interestingly, this function of KLF14 appears to be influenced by a cross regulation with KLF13. This is interesting since our microarray data shows that, KLF9 is significantly downregulated by wild type KLF11 and KLF10 is upregulated by the 486 and A347S mutants. Therefore, this data suggests that this subgroup of highly related subfamily of proteins, which appears to have evolved from the fly ancestor Cabut, share similar chromatin coupling mechanisms, similar general function in metabolism, and may, to some extent, share targeted gene networks However, they still have some degree of biochemical differences as well as phenotypic outcomes. On the other hand, the rest of the KLF proteins, which are structurally and functionally less related to KLF11 but may still share some chromatin partners, are predicted to have fewer overlapping co-regulated gene networks. In this regard, we are optimistic that the type of investigations reported here will fuel the interest of both basic biologists and translational scientists who are keen on better understanding the function of this extended family of transcription factor proteins as it relates to biochemistry, genetics, epigenetics, general biology and the pathobiology of human diseases.

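KLF10, an early response factor close to KLF11, was lower with the mutants than with empty vector. It read 8.48 and 8.52 on the empty vector arrays, 7.63 and 7.63 with A347S and 7.70 and 7.65 with Δ486. It fell by 0.87 with A347S (standard error 0.08, adjusted p = 8.88e-05), by 0.83 with Δ486 and by 0.63 with wild type KLF11. KLF9, a factor that responds to glucocorticoids, read 6.18 and 6.21 with empty vector and 6.04 and 6.11 with wild type KLF11, a change of -0.12 (standard error 0.08, adjusted p = 0.342) that did not pass the test. Its values with A347S and Δ486 were 0.07 and 0.14. KLF14 stood at -0.01 with wild type KLF11, and KLF13 stood at -0.44. KLF13 fell by 0.63 with A347S, and stood at -0.41 without the second A347S array and at -0.002 on a second, dimmer cluster.

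**Figure D4:**
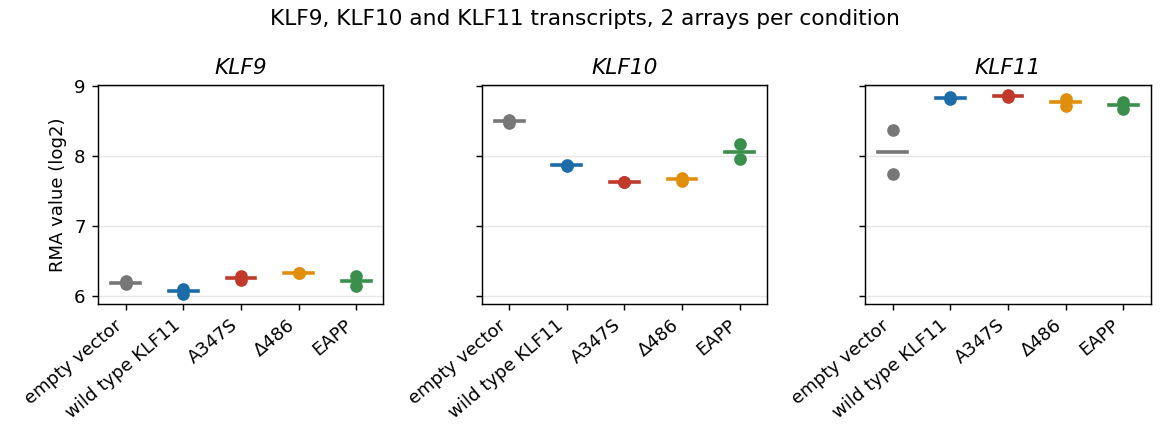
Log2 expression (vertical axis) of KLF9, KLF10 and KLF11 on each array (points) with the mean of the 2 arrays (bars) for empty vector, wild type KLF11 and the mutants. KLF10 lies between 8.48 and 8.52 with empty vector and at or below 8.18 with every other construct, while KLF9 lies between 6.04 and 6.34 on all 10 arrays.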

## Conclusion

More than fifteen years ago, our research team hypothesized that the discovery and study of KLF proteins and their chromatin cofactors would assist in unraveling complex human diseases. In the intervening years, our understanding of the interplay between KLF proteins and epigenetic machinery in transient and long-term gene regulation has grown exponentially. With knowledge inferred from the predictive power of rationally derived computational models, we propose a new paradigm for KLF regulation of gene networks through the translation of input from cellular milieu into epigenetic information to affect changes in chromatin structure. KLF proteins currently provide the best model for understanding the interactions between mechanisms of “hard inheritance” (environmental and genetic variation) and “soft inheritance” (epigenetic variation) in underscoring the phenotypic variability observed in complex disease mechanisms. Perhaps most importantly, these new pathways open up infinite possibilities for targeting new molecules and processes in therapeutic intervention and disease management.

## Methods

### Cell culture

Panc1 cell lines were obtained from the American Type Culture Collection (ATCC, Rockville, MD). Cells were cultured as described previously [4,36].

### Constructs

Standard molecular biology techniques were used to clone full length KLF11, KLF11-A347S, KLF11-EAPP, and KLF11-486 into pcDNA3.1/His (Invitrogen, Carlsbad, CA). All constructs were verified by sequencing at the Mayo Clinic Molecular Biology Core Facility. Epitope-tagged (6XHis-Xpress™) KLF11, KLF11-A347S, KLF11-EAPP, KLF11Δ486 variants as well as empty vector (Ad5CMV) were generated as recombinant adenovirus in collaboration with the Gene Transfer Vector Core at the University of Iowa.

### Genome-wide expression profiles of KLF11 and mutants

Panc1 epithelial cells were plated at a density of 1×10^6^ cells/100 mm dish and transduced with empty vector, KLF11, KLF11-A347S, KLF11-Δ486, or KLF11-EAPP at an MOI of 150. Relative expression levels were confirmed by Western Blot (Additional file 1: Figure S1). RNA was prepared as previously described from pooled biological triplicates [37]. Global gene expression profiling was carried out in technical duplicate at the Microarrays Facility of the Research Center of Laval University CRCHUL utilizing the Affymetrix Human Gene 1.0 ST arrays (28,869 well-annotated genes and 764,885 distinct probes). Intensity files were generated by Affymetrix GCS 3000 7G and the Gene-Chip Operating Software (Affymetrix, Santa Clara, CA). A subset of genes was validated by qPCR as previously described (Additional file 7: Figure S2) [20,38].

### Genome-wide promoter binding profile of KLF11

Panc1 epithelial cells were transfected with full-length His-tagged KLF11. ChIP was performed as previously described [38-41] using an antibody against the His-Tag (OMNI D8; Santa Cruz Biotechnology) to detect recombinant expression of KLF11. Non-specific IgG antibody was utilized as a negative control. Binding activity was derived using the NimbleGen human promoter hybridization system (Madison, WI). Peaks were detected by searching for >4 probes where signals were above the specified cutoff values (90% to 15%) using a 500 bp sliding window along 5 kb upstream and downstream of the transcriptional start site in human promoters. Each peak was assigned a score that is the log2 ratio of the fourth highest probe in each peak. If multiple peaks are present, the peak nearest the TSS is reported. Ratio data was then randomized 20 times to evaluate the false discovery rate (FDR). Only peaks with FDR scores <0.2 were deemed high confidence binding sites and reported.

### Data analysis

Data analysis, background subtraction and intensity normalization was performed using Robust Multiarray Analysis (RMA) [42]. Genes that were differentially expressed along with false discovery rate (FDR) were estimated from *t* test (>0.005) and corrected using Bayes approach [43,44]. A threshold of +/- 1.5 log2 fold change with a p-value with FDR of less than 0.05 (without FDR for EAPP mutant) was used to determine significantly regulated targets. Data analysis, hierarchical clustering, and ontology were performed with the OneChanelGUI to extend affylmGUI graphical interface capabilities and Partek Genomics Suite, version 6.6 (Partek Inc., St. Louis, MO) with ANOVA and GO ontological analysis [45]. Selected probes and their fold changes were loaded into Ingenuity Pathways Analysis Software (Ingenuity® Systems, http://www.ingenuity.com) for annotation, redundancy checks, canonical pathway, biological network, and upstream regulator analysis using default parameters.

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI repository, GSE56778.

## Competing interests

The authors declare that no competing interests exist.

## Authors’ contributions

EC, AG, GL, and AM carried out the molecular, promoter binding, and gene expression studies, participated in the bioinformatics analysis, and drafted the manuscript. JI and RU conceived of the study, participated in its design and coordination, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Analysis of wild type KLF11 and mutant protein expression. Protein expression of epitope-tagged (His_6_-Xpress™) wild type KLF11 and the A347S, Δ486, and EAPP mutants demonstrating similar overexpression in Panc1 cells. α-Tubulin was used as a loading control. Click here for file

Additional file 2: Table S1 Overlapping biological function mediated by KLF11 and mutants. Click here for file

Additional file 3: Table S2 Top biological processes mediated by KLF11 and mutants compared to empty vector. Click here for file

Additional file 4: Table S3 Biological processes unique to the decoupling of KLF11 from WD40 proteins (A347S mutant). Click here for file

Additional file 5: Table S4 Biological processes unique to the decoupling of KLF11 from HP1a/HMT (Δ486 mutant). Click here for file

Additional file 6: Table S5 Upstream regulators of KLF11 and mutants. Click here for file

Additional file 7: Figure S2 qPCR validation of Affymetrix gene expression data. A small subset of significantly regulated genes identified by Affymetrix whole-genome microarray for wild type KLF11 or the A347S, Δ486, and EAPP mutants were validated by qPCR. Click here for file

# Supplementary material for: Single and combinatorial chromatin coupling events underlies the function of transcript factor krüppel-like factor 11 in the regulation of gene networks
**Source:** BMC Mol Biol. 2014 May 25;15:10. doi: 10.1186/1471-2199-15-10
**Supplement:** Additional file 2: Table S1 — Overlapping biological function mediated by KLF11 and mutants.

**Supplemental Table 1: Overlapping biological function mediated by KLF11 and mutants.**

|  |  | **Number of genes** | | | | **Enrichment Score** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **Common to KLF11, A347S, Δ486, and EAPP** | **KLF11** | **Δ486** | **A347S** | **EAPP** | **KLF11** | **Δ486** | **A347S** | **EAPP** |
| 44255 | cellular lipid metabolic process | 15 | 16 | 10 | 2 | 15.24 | 9.15 | 9.61 | 4.01 |
|  |  |  |  |  |  |  |  |  |  |
|  |  | **Number of genes** | | | | **Enrichment Score** | | | |
| **GO ID** | **Common to KLF11 and A347S and Δ486 mutants** | **KLF11** | **Δ486** | **A347S** | **EAPP** | **KLF11** | **Δ486** | **A347S** | **EAPP** |
| 6103 | 2-oxoglutarate metabolic process | 5 | 4 | 3 | 1 | 9.81 | 4.89 | 5.56 | 3.40 |
| 19432 | triglyceride biosynthetic process | 6 | 7 | 4 | 1 | 9.30 | 7.84 | 6.09 | 3.50 |
| 8652 | cellular amino acid biosynthetic process | 5 | 5 | 3 | 1 | 6.92 | 4.29 | 3.93 | 3.27 |
| 16139 | glycoside catabolic process | 2 | 2 | 2 | 1 | 6.47 | 5.25 | 7.07 | 3.95 |
| 46477 | glycosylceramide catabolic process | 2 | 2 | 2 | 1 | 6.47 | 5.25 | 7.07 | 3.73 |
| 43497 | regulation of protein heterodimerization activity | 2 | 2 | 2 | 1 | 4.91 | 3.72 | 5.49 | 3.50 |
| 35338 | long-chain fatty-acyl-CoA biosynthetic process | 3 | 4 | 2 | 1 | 4.89 | 5.09 | 3.30 | 4.48 |
| 55114 | oxidation-reduction process | 11 | 18 | 9 | 1 | 4.55 | 5.38 | 4.50 | 3.31 |
| 43496 | regulation of protein homodimerization activity | 2 | 2 | 2 | 1 | 4.32 | 3.16 | 4.89 | 3.50 |
| 51607 | defense response to virus | 4 | 5 | 3 | 1 | 4.10 | 3.36 | 3.31 | 3.31 |
| 16192 | vesicle-mediated transport | 9 | 18 | 8 | 1 | 3.58 | 6.92 | 4.24 | 3.95 |
| 6081 | cellular aldehyde metabolic process | 2 | 3 | 2 | 1 | 3.52 | 4.37 | 4.08 | 4.64 |
| 61098 | positive regulation of protein tyrosine kinase activity | 2 | 3 | 3 | 1 | 3.52 | 4.37 | 6.95 | 3.80 |
| 43627 | response to estrogen stimulus | 4 | 8 | 6 | 1 | 3.03 | 5.60 | 7.54 | 3.50 |

# Supplementary material for: Single and combinatorial chromatin coupling events underlies the function of transcript factor krüppel-like factor 11 in the regulation of gene networks
**Source:** BMC Mol Biol. 2014 May 25;15:10. doi: 10.1186/1471-2199-15-10
**Supplement:** Additional file 3: Table S2 — Top biological processes mediated by KLF11 and mutants compared to empty vector.

**Supplemental Table 2: Top biological processes mediated by KLF11 and mutants compared to empty vector.**

| **KLF11** | **EAPP** | **Δ486** | **A347S** |
| --- | --- | --- | --- |
| cellular lipid metabolic process | nitric oxide transport | cellular lipid metabolic process | cellular lipid metabolic process |
| 2-oxoglutarate metabolic process | olfactory bulb interneuron differentiation | positive regulation of protein binding | G2/M transition DNA damage checkpoint |
| triglyceride biosynthetic process | thymine catabolic process | triglyceride biosynthetic process | response to estrogen stimulus |
| response to insulin stimulus | negative regulation of glycolysis | proton transport | glycoside catabolic process |
| cellular amino acid biosynthetic process | steroid catabolic process | response to hypoxia | glycosylceramide catabolic process |
| glycoside catabolic process | ketone body catabolic process | vesicle-mediated transport | positive regulation of protein tyrosine kinase activity |
| glycosylceramide catabolic process | outer ear morphogenesis | positive regulation of cell growth | triglyceride biosynthetic process |
| tricarboxylic acid cycle | UDP-N-acetylglucosamine biosynthetic process | cellular nitrogen compound metabolic process | response to DNA damage stimulus |
| glucose metabolic process | cellular ketone body metabolic process | erythrocyte development | 2-oxoglutarate metabolic process |
| negative regulation of telomere maintenance | ketone body biosynthetic process | ER to Golgi vesicle-mediated transport | regulation of protein heterodimerization activity |
| fatty acid beta-oxidation | response to nutrient | tricarboxylic acid cycle | response to cholesterol |
| response to heat | response to ethanol | embryonic digit morphogenesis | response to ionizing radiation |
| negative regulation of IGFR signaling pathway | glycerol-3-phosphate metabolic process | response to estrogen stimulus | positive regulation of protein binding |
| cellular response to stimulus | mesenchymal to epithelial transition | polyamine metabolic process | positive regulation of DNA repair |
| biosynthetic process | valine metabolic process | oxidation-reduction process | proton transport |
| positive regulation of cell growth | regulation of neural precursor cell proliferation | chromatin remodeling | induction of apoptosis by intracellular signals |
| cellular nitrogen compound metabolic process | forelimb morphogenesis | post-embryonic development | regulation of transcription, DNA-dependent |
| isocitrate metabolic process | hindlimb morphogenesis | glycoside catabolic process | regulation of protein homodimerization activity |
| regulation of protein heterodimerization activity | fructose 6-phosphate metabolic process | glycosylceramide catabolic process | response to folic acid |
| L-methionine salvage from methylthioadenosine | oxygen transport | myeloid leukocyte differentiation | oxidation-reduction process |

# Supplementary material for: Single and combinatorial chromatin coupling events underlies the function of transcript factor krüppel-like factor 11 in the regulation of gene networks
**Source:** BMC Mol Biol. 2014 May 25;15:10. doi: 10.1186/1471-2199-15-10
**Supplement:** Additional file 4: Table S3 — Biological processes unique to the decoupling of KLF11 from WD40 proteins (A347S mutant).

**Supplemental Table 3: Biological processes unique to the decoupling of KLF11 from WD40 proteins (A347S mutant)**

| **List 1** | **List 2** | **List 3** |
| --- | --- | --- |
| chromatin modification  chromatin silencing at rDNA  DNA replication  DNA-dependent DNA replication initiation  negative regulation of centrosome duplication  nucleotide-excision repair  positive regulation of DNA repair  telomere maintenance  telomere maintenance via telomere lengthening  telomere maintenance via telomere shortening  protection from non-homologous end joining at telomere  protein localization to chromosome, telomeric region | negative regulation of protein autophosphorylation  protein dephosphorylation  histone H3 deacetylation  methylation  histone H3-K4 demethylation | transcription elongation from RNA polymerase II promoter  transcription initiation from RNA polymerase II promoter regulation of transcription from RNA polymerase II promoter in response to oxidative stress  positive regulation of transcription from RNA polymerase I promoter  regulation of transcription from RNA polymerase I promoter  termination of RNA polymerase I transcription  mRNA transport |

# Supplementary material for: Single and combinatorial chromatin coupling events underlies the function of transcript factor krüppel-like factor 11 in the regulation of gene networks
**Source:** BMC Mol Biol. 2014 May 25;15:10. doi: 10.1186/1471-2199-15-10
**Supplement:** Additional file 5: Table S4 — Biological processes unique to the decoupling of KLF11 from HP1a/HMT (Δ486 mutant).

**Supplemental Table 4: Biological processes unique to the decoupling of KLF11 from HP1a/HMT (Δ486 mutant).**

| **List 1** | **List 2** |
| --- | --- |
| beta-amyloid metabolic process  positive regulation of triglyceride biosynthetic process  L-serine metabolic process  porphyrin metabolic process  heme biosynthetic process  sterol biosynthetic process  polyamine biosynthetic process  dopamine biosynthetic process  folic acid metabolic process  response to cholesterol  response to glucose stimulus  aromatic amino acid family metabolic process response to iron ion  electron transport chain  regulation of proteasomal protein catabolic process  protein deubiquitination  protein modification process  positive regulation of protein export from nucleus  protein import into nucleus, translocation  positive regulation of protein import into nucleus, translocation  protein autophosphorylation  vesicle docking involved in exocytosis  actin cytoskeleton reorganization  protein tetramerization | positive regulation of epidermal growth factor receptor signaling pathway  positive regulation of epithelial to mesenchymal transition  inner cell mass cell proliferation  positive regulation of epithelial cell migration  cellular response to estradiol stimulus  negative regulation of survival gene product expression  negative regulation of growth  induction of apoptosis by intracellular signals  cell death |

# Supplementary material for: Single and combinatorial chromatin coupling events underlies the function of transcript factor krüppel-like factor 11 in the regulation of gene networks
**Source:** BMC Mol Biol. 2014 May 25;15:10. doi: 10.1186/1471-2199-15-10
**Supplement:** Additional file 6: Table S5 — Upstream regulators of KLF11 and mutants.

**Supplemental Table 5: Upstream regulators of KLF11 and mutants.**

| **KLF11 URs** | **State** | **Z-score** | **p-value** | **Target molecules in dataset** |
| --- | --- | --- | --- | --- |
| PPARG | Inhibited | -2,323 | 9,74E-03 | BACE1,BDH1,CPT1A,ERO1L,FASN,GPAM,HYOU1,IRAK4,IVD,KRT19,PC,PCTP,SLC25A1,SLC2A1,UCK1 |
| HNF1A | Inhibited | -2,000 | 8,90E-02 | ACAT2,ATG2B,CBS,CCBL2,FBXO8,GATM,GLA,GOT1,GPR39,KIF20A,KLF11,MON1B,SFXN2,SUPV3L1 |

| **A347S URs** | **State** | **Z-score** | **p-value** | **Target molecules in dataset** | **Mechanistic Network** |
| --- | --- | --- | --- | --- | --- |
| PPARG | Inhibited | -3,585 | 2,82E-04 | ACAA1,ACACA,ANGPTL4,ATP6V1D,BACE1,BCL6,BDH1,CA2,CAT,CCPG1,CPT1A,ERO1L,F11R,FASN,GPAM,HES1,HYOU1,IL12A,INSIG1,IRAK4,IVD,JUN,KLF6,KRT19,LNPEP,NDUFA5,ODC1,PC,PCTP,PDHB,PMM1,SAT1,SCD,SDC1,SLC25A1,SLC25A20,SLC2A1,SORBS1,SREBF1,TGFBR1,TJP1,TKT,UCK1,UCP2,VEGFA |  |
| RXRA | Inhibited | -3,386 | 1,55E-01 | ACACA,ACSL3,ARL4C,CAT,CLMN,CPT1A,FADS2,FASN,HIF1A,HSD17B4,ILK,INSIG1,MID1IP1,PC,RARG,SAT1,SCD,SDC1,SORBS1,SREBF1,TGFB2,VEGFA |  |
| STAT4 | Inhibited | -3,323 | 1,69E-02 | ACSS1,ADSS,ALDOC,ARFGAP3,ATF4,ATP7A,EPOR,ERO1L,ERRFI1,FZD7,GRTP1,HILPDA,HSPA1A/HSPA1B,ING2,LPIN1,LRRFIP1,MBOAT2,P4HA2,PRDX6,RNF128,SAT1,SERPINB1,SETD5,STAT1,VEGFA | FOXO4,HIF1A,TP53 |
| HIF1A | Inhibited | -3,257 | 3,56E-03 | ALDOC,ANGPTL4,BACE1,BNIP3,BNIP3L,CD24,CHKA,CYB5A,EMC9,EPAS1,EPOR,ERGIC1,ERO1L,HIF1A,HILPDA,HIST1H4A (includes others),HIST2H2AC,ITPR1,JUN,JUP,KDM3A,KRT19,LIFR,MCL1,P4HA1,P4HA2,PFKL,QKI,SDC4,SIRT2,SLC25A37,SLC29A1,SLC2A1,TAF9B,TGFB2,VEGFA | HIF1A,PPARG,SREBF1,SREBF2,TP53 |
| PPARGC1A | Inhibited | -2,930 | 1,00E00 | ACACA,CALM1 (includes others),CAT,CPT1A,FASN,LPIN1,SCD,SLC25A20,SREBF1,UCP2 | PPARG,SCAP,SREBF1,SREBF2,TP53 |
| SREBF2 | Inhibited | -2,875 | 2,18E-03 | ACACA,ALDOC,CYB5A,DHCR7,FADS2,FASN,IDH1,INSIG1,LSS,SCD,SREBF1,STARD4,TM7SF2 | HIF1A,PPARG,SREBF1,SREBF2,TP53 |
| ERG | Inhibited | -2,828 | 3,34E-01 | ADD1,ARHGAP17,CDC42BPB,DBN1,ILK,PIM1,PTPN4,RAB2A,RASA2 | FOXO4,HIF1A,HIF3A,TP53 |
| ATF4 | Inhibited | -2,736 | 1,74E-01 | ATF4,CPOX,DDIT4,ERO1L,JUN,LGALS3,MCL1,MID1IP1,PYCR1,SLC7A1,VEGFA |  |
| JUN | Inhibited | -2,660 | 1,00E00 | ACAT2,CCND2,CYP1B1,DKK1,ERCC4,EZR,FAS,GTF2B,HES1,HLA-B,JUN,LGALS3,LMNA,MTHFR,PARD6B,PPP2R2A,RARG,SCD,SDC1,SGK1,SLC6A6,SLC7A1,STAT1,STMN1,VEGFA |  |
| NFE2L2 | Inhibited | -2,587 | 1,00E00 | ABCC4,AKR1A1,ATF4,BNIP3,C5,CAT,CCRN4L,DCTN3,DHCR7,EPAS1,EPB41,ESD,IFNGR2,LMNA,NQO2,SAT1,SEC23A,SLC1A4,SLC2A1,SREBF1,SYT1,TBRG1,TCN2,UGDH,USP14,VEGFA | FOXO4,HIF1A,PTEN,TP53 |
| MITF | Inhibited | -2,540 | 3,49E-01 | ASAH1,CCNG2,CHKA,GM2A,HIF1A,ITGA3,IVNS1ABP,LGALS3,PSEN2,SDC1,SLC19A2,SORT1,TFAP2A | ERBB2,FOXO4,HIF1A,PPARG,PTEN,TP53,TSC2 |
| SREBF1 | Inhibited | -2,530 | 1,79E-03 | ACACA,ALDOC,CYB5A,DHCR7,DPY19L3,ELOVL7,FADS2,FAS,FASN,GPAM,HSPA1A/HSPA1B,IDH1,IL12A,INSIG1,LGALS3,LPIN1,LSS,SCD,SREBF1,STARD4,SUCLG1,TM7SF2,UCP2,VEGFA |  |
| NR1H3 | Inhibited | -2,453 | 1,28E-01 | ACACA,ACSL3,ARL4C,FASN,GPAM,MID1IP1,SCD,SREBF1,VEGFA |  |
| ARNT | Inhibited | -2,425 | 1,63E-01 | BNIP3,CCND2,CYP1B1,ERO1L,HIF1A,KIF20A,MYO1C,SLC2A1,VEGFA |  |
| GLI1 | Inhibited | -2,268 | 5,23E-02 | ASPM,CCND2,CD24,CMBL,DKK1,EZR,IMPA2,INSIG1,JUP,KRT19,LMNA,MRPS6,NQO2,PIM1,PLOD1,PPAP2C,RPS6KA1,VEGFA,ZC3HAV1L |  |
| NR1H2 | Inhibited | -2,236 | 1,54E-01 | ACACA,FASN,HSD17B4,LRP8,SCD,SREBF1,VEGFA |  |
| RORA | Inhibited | -2,236 | 3,59E-01 | ADIPOR1,ARNTL,CCRN4L,CYP2C18,ELOVL7,FASN,GSTM2,HSD17B7,SCD,SLC16A10,SLC2A13,SREBF1,UCP2 |  |
| MLXIPL | Inhibited | -2,195 | 2,52E-02 | ACACA,CPT1A,FASN,MID1IP1,SCD |  |
| SP1 | Inhibited | -2,125 | 1,31E-01 | ACSS1,ALDH3A2,BACE1,BNIP3L,CAT,CBS,CCND2,CD99,CDC25B,CYP1B1,EPOR,EZR,FAS,FASN,HDAC1,HIF1A,HIST1H4A (includes others),HSD17B7,HSPA1A/HSPA1B,IL12A,ITGA2,JUN,KRT19,MAT2B,MCL1,MSH6,OGG1,PIM1,RBL1,RECK,SETDB1,SGK1,SLC2A1,SLC39A8,SLC7A1,SMAD3,SREBF1,STAT1,TGFB2,TGFBR1,UGDH,VEGFA |  |
| PPARA | Inhibited | -2,009 | 2,70E-02 | ACAA1,ACACA,ALDH3A2,ANGPTL4,C1S,C5,CAT,CHKA,CPT1A,CYP2C18,DHCR7,F11R,FADS2,FASN,GPAM,GPD2,HLA-E,HSD17B4,INSIG1,KIF20A,LIFR,LSS,OGG1,PC,PCTP,PPM1D,PRDX6,QPCT,RAD51B,RETSAT,SAT1,SCD,SLC25A20,SLC27A2,SOCS2,SREBF1,TJP1,UCP2,VEGFA |  |
| E2f | Inhibited | -2,000 | 1,13E-01 | EPAS1,HDAC1,HIF1A,HIST1H3A (includes others),HIST1H4A (includes others),ITGA6,MFAP1,MIR17HG,RBBP5,RBL1,RECQL,TRMT13 |  |
| PXR ligand-PXR-Retinoic acid-RXRÎ± | Inhibited | -2,000 | 2,87E-01 | ALDH3A2,CAT,GSTM2,SCD |  |
| PPRC1 | Inhibited | -2,000 | 4,40E-01 | ATF4,DDIT4,ERRFI1,NAMPT |  |
| GFI1 | Activated | 2,646 | 3,38E-01 | ATF1,ETS2,JUN,KAT2B,RIPK1,SMAD3,STAT1,TNFRSF1A |  |
| STAT1 | Activated | 2,538 | 1,00E00 | CCND2,FAS,HIF1A,IFI27,IL12A,JUN,PIM1,SAMHD1,SLFN5,SMAD2,SMAD3,STAT1,USP18 |  |
| PIAS1 | Activated | 2,449 | 1,40E-02 | ACACA,FASN,MCL1,SCD,SREBF1,STAT1 |  |
| HOXD10 | Activated | 2,449 | 3,43E-01 | EZR,HBEGF,ITGA3,NCS1,TJP1,USP14 |  |
| SPDEF | Activated | 2,449 | 3,89E-01 | HIF1A,ITGA3,ITGA6,SDC1,SMAD2,SMAD3 |  |
| HIC1 | Activated | 2,345 | 2,14E-02 | AHNAK2,CA2,CCDC176,ITPR1,LRP8,PLEC,SIRT1,SNAPC1,TNS3,WDR6 |  |
| EZH2 | Activated | 2,141 | 1,00E00 | ANXA6,CCND2,CLDN10,CYB5R2,CYP1B1,DDT,DKK1,EZR,FUCA1,SIRT1,TBX3,WTAP |  |
| VHL | Activated | 2,137 | 1,00E00 | ATF4,BNIP3,CLDN4,EPAS1,HIF1A,LMNA,SLC2A1,VEGFA |  |
| N-cor | Activated | 2,000 | 1,85E-01 | ACACA,FASN,SCD,SREBF1,USP18 |  |

| **Δ486 URs** | **State** | **Z-score** | **p-value** | **Target molecules in dataset** | **Mechanistic Network** |
| --- | --- | --- | --- | --- | --- |
| RXRA | Inhibited | -3,104 | 4,65E-02 | ACACA,ARL4C,CAT,CLMN,CPT1A,FADS2,FASN,HIF1A,HSD17B4,MID1IP1,SAT1,SCD,SORBS1,SREBF1,TGFB2 | FOXO3,FOXO4,Insulin,PPARG,SREBF1,SREBF2,TP53,arachidonic acid |
| PPARGC1A | Inhibited | -2,774 | 1,34E-01 | ACACA,CALM1 (includes others),CAT,CPT1A,FASN,LPIN1,SCD,SREBF1,UCP2 |  |
| PPARG | Inhibited | -2,652 | 7,65E-05 | ACACA,BACE1,BCL6,BDH1,CA2,CAT,CCPG1,CPT1A,ERO1L,FASN,GPAM,HYOU1,IL12A,IRAK4,IVD,KRT19,LNPEP,ODC1,PCTP,PDHB,PMM1,SAT1,SCD,SLC25A1,SLC2A1,SORBS1,SREBF1,TGFBR1,UCK1,UCP2 | FOXO3,PPARG,SREBF1,SREBF2,TP53 |
| NFE2L2 | Inhibited | -2,578 | 1,64E-01 | ABCC4,AKR1A1,BNIP3,C5,CAT,DCTN3,DHCR7,EPB41,ESD,IFNGR2,NQO2,SAT1,SEC23A,SLC1A4,SLC2A1,SREBF1,UGDH,USP14 |  |
| GLI1 | Inhibited | -2,574 | 5,22E-01 | CD24,IMPA2,KRT19,NQO2,PIM1,PLOD1,ZC3HAV1L |  |
| MITF | Inhibited | -2,414 | 1,00E00 | GM2A,HIF1A,IVNS1ABP,LGALS3,PSEN2,SORT1 |  |
| ATF4 | Inhibited | -2,200 | 1,33E-01 | CPOX,DDIT4,ERO1L,LGALS3,MID1IP1,PYCR1,SLC7A1 |  |
| MLXIPL | Inhibited | -2,195 | 1,80E-03 | ACACA,CPT1A,FASN,MID1IP1,SCD |  |
| TP73 | Inhibited | -2,138 | 5,02E-01 | ARNTL,CCNG1,CLMN,DLG1,FASN,IDH2,SAT1,UBE2D1 |  |
| SREBF2 | Inhibited | -2,128 | 2,01E-03 | ACACA,CYB5A,DHCR7,FADS2,FASN,IDH1,LSS,SCD,SREBF1 |  |
| NR1H3 | Inhibited | -2,105 | 3,55E-02 | ACACA,ARL4C,FASN,GPAM,MID1IP1,SCD,SREBF1 |  |
| HIF1A | Inhibited | -2,068 | 3,30E-02 | BACE1,BNIP3,BNIP3L,CD24,CYB5A,EMC9,ERGIC1,ERO1L,HIF1A,HILPDA,HIST1H4A (includes others),ITPR1,KRT19,LIFR,PFKL,SIRT2,SLC2A1,TAF9B,TGFB2 |  |
| NR1H2 | Inhibited | -2,000 | 3,00E-02 | ACACA,FASN,HSD17B4,LRP8,SCD,SREBF1 |  |
| ERG | Inhibited | -2,000 | 3,68E-01 | ADD1,CDC42BPB,PIM1,PTPN4,RAB2A |  |
| RORA | Inhibited | -2,000 | 1,00E00 | ARNTL,FASN,SCD,SLC2A13,SREBF1,UCP2 |  |
| HIC1 | Activated | 2,433 | 4,37E-02 | CA2,CCDC176,ITPR1,LRP8,TNS3,WDR6 |  |
| HOXA10 | Activated | 2,236 | 1,00E00 | ATF6B,IDH2,KLF10,SAT1,SCD |  |
| STAT1 | Activated | 2,219 | 1,00E00 | HIF1A,IFI27,IL12A,PIM1,SAMHD1,SLFN5,SMAD2 |  |
| PIAS1 | Activated | 2,000 | 2,22E-02 | ACACA,FASN,SCD,SREBF1 |  |
| N-cor | Activated | 2,000 | 7,71E-02 | ACACA,FASN,SCD,SREBF1 |  |
| GFI1 | Activated | 2,000 | 2,73E-01 | ATF1,ETS2,KAT2B,RIPK1,TNFRSF1A |  |

| **EAPP URs** | **p-value** | **Target molecules in dataset** |
| --- | --- | --- |
| ZNF496 | 1,53E-03 | HBB |
| FOXN2 | 1,53E-03 | HBB |
| HLTF | 3,05E-03 | HBB |
| DLX4 | 4,57E-03 | HBB |
| TIAL1 | 4,57E-03 | HBB |
| KLF7 | 6,09E-03 | HBB |
| ATF4 | 9,55E-03 | DDIT4,STC2 |
| KLF3 | 1,06E-02 | HBB |
| HNRNPD | 1,22E-02 | HBB |
| MAFF | 1,37E-02 | HBB |
| BRCA1 | 1,48E-02 | DDIT4,HBB |
| CEBPG | 1,52E-02 | HBB |
| CBX2 | 1,67E-02 | HBB |
| MTA2 | 1,67E-02 | HBB |
| KLF13 | 1,82E-02 | HBB |
| NSD1 | 1,97E-02 | HBB |
| CTBP2 | 2,27E-02 | HBB |
| ZFPM1 | 2,27E-02 | HBB |
| GLI1 | 2,32E-02 | GREM2,SALL1 |
| COMMD3-BMI1 | 2,57E-02 | HBB |
| MAFK | 2,57E-02 | HBB |
| SIX1 | 2,71E-02 | SALL1 |
| NFE2 | 2,71E-02 | HBB |
| BACH1 | 2,71E-02 | HBB |
| CARM1 | 3,16E-02 | STC2 |
| DRAP1 | 3,60E-02 | HIST1H2BH/HIST1H2BO |
| KLF1 | 4,04E-02 | HBB |
| GTF2B | 4,04E-02 | HIST1H2BH/HIST1H2BO |
| YBX1 | 4,19E-02 | HBB |
| KAT2B | 4,34E-02 | HBB |
| HOXC8 | 4,34E-02 | GREM2 |

How the deposited data were processed for this re-analysis (not part of the article)

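Expression in Panc1 cells, an established pancreatic carcinoma line, was measured 48 h after adenoviral transduction with empty vector, wild type KLF11 or the A347S, Δ486 or EAPP mutant at a multiplicity of infection of 150, on Affymetrix Human Gene 1.0 ST arrays. There were 10 arrays, 2 per condition. By the methods they are technical replicates of RNA pooled from separate cultures. The authors subtracted background and normalized the intensities by Robust Multiarray Analysis, and the processing notes of the deposited data name Partek 6.6. The values used here are these log2 values, from 1.85 to 14.56, neither centred per gene nor divided by a control. The genome build of the array annotation is not given in the sources used here.

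The table holds 28869 transcript clusters. Those without a gene symbol, 7908 in number, were left out, except in an alternative with all of them. Of the 20961 tested, 19229 carry 1 symbol and 1732 carry several. The latter were counted and never named. The names were compared with current RefSeq names by their gene number, which matched 19198 clusters and changed 0 names. Of 53 gene names taken from the paper, 49 matched a cluster. A gene with several clusters is represented by the one with the highest mean over all arrays.

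A linear model with a mean for each of the 5 groups was fitted to all 10 arrays with limma 3.58.1 in R 4.3.3, which leaves 5 residual degrees of freedom and adds 4.54 from the moderation. Each construct was compared with empty vector, each mutant with wild type KLF11, and A347S with Δ486. A cluster was called where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change at least 1.5. For EAPP, an unadjusted p under 0.05 with the same fold was used for the overlaps, since the paper uses no false discovery rate for this mutant. The genes named are the 10 largest rises and 10 largest falls of each construct among called clusters whose arrays lay beyond both empty vector arrays, the 5 largest each way for a mutant against wild type KLF11, the genes named in the paper's text and in Figs. 1D, 2B and 3G, and the 4 members with the smallest p in each gene list or group of Table S5 described.

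In total, 35 gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and their p-values were adjusted over the lists of a comparison. A pair of ciliary lists was added after the largest changes had been seen, and was compared with 10000 random lists of like mean level. Entries of Table S5 that join several symbols were left out. With wild type KLF11, camera called 15 of the 35 lists at the preset correlation and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. On simulated unchanged lists of 20 genes, camera at the preset correlation gave a p under 0.05 in 2.8% of cases. With an estimated correlation it did so in 0.6% of cases. These lists were drawn at random, so the rates do not show how either setting performs on lists whose genes vary together. The effect of sharing empty vector arrays was gauged by 50 simulations of unchanged groups. The empty vector arrays were simulated as well, so the deviations of the measured ones are not in them. Groups of genes in Table S5 were counted and given no enrichment test, since the study chose them on these arrays.

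The pipeline was tested on simulated data in which 200 clusters per comparison were changed. At a fold of 2 it recovered 98% to 100% of the changed clusters, and it made 2 to 6 false calls. At a fold of 1.5, which equals the threshold, it recovered 42% to 64%. Alternatives covered the threshold, the test, the scaling between arrays, dim clusters, clusters without a symbol, 1 cluster per gene, a block for the replicate number and each array left out in turn. With an array left out, its group's remaining array is assumed to vary like the other groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The chromatin immunoprecipitation, the Gene Ontology, pathway and network analyses and the qPCR were not analysed here.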

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

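The comparison of EAPP with wild type KLF11 was planned, and BDH1 and ALDH6A1 were singled out only after their values were seen. BDH1, which oxidizes the ketone body beta-hydroxybutyrate, moved in opposite directions with EAPP and with wild type KLF11. It read 7.03 and 6.92 on the empty vector arrays, 5.65 and 5.90 with wild type KLF11, 5.99 and 6.01 with A347S, 5.84 and 5.87 with Δ486, and 8.06 and 8.27 with EAPP. Between EAPP and wild type KLF11 it differed by 2.39 (standard error 0.10, adjusted p = 2.1e-05). ALDH6A1, a mitochondrial enzyme of valine degradation, was lower than empty vector with wild type KLF11, at -0.81, and higher with EAPP by the unadjusted criterion only, at 0.82 (adjusted p = 0.0787), a difference of 1.63 (adjusted p = 0.000179). It read 5.87 and 5.75 with empty vector, 5.10 and 4.90 with wild type KLF11, and 6.58 and 6.67 with EAPP. The array carries a second, dimmer cluster for ALDH6A1, which stood at 0.00 with wild type KLF11 and 0.21 with EAPP.

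Between EAPP and wild type KLF11 527 clusters differed, and wild type KLF11, A347S and Δ486 changed far more clusters against empty vector than EAPP did. A difference between arrays that depends on brightness and was left by the normalization would be removed by cyclic loess scaling. After that scaling 1785 clusters were called with A347S, within 1.5 times the 1882 without it, which argues against such a trend as the whole cause. KLF11's own cluster read between 8.68 and 8.88 with all 4 constructs. Whether its probes read the transduced copy was not settled. The paper reports similar amounts of protein for the wild type and the 3 mutants by Western blot, which was not analysed here and which counts against a weaker transduction with EAPP. The loss of the Sin3-HDAC coupling in EAPP stays open as a biological explanation that these arrays do not test apart from other effects of the mutation.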

How the results depend on the processing

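The ciliary lists were added after the data had been seen, and every other alternative was planned. With an absolute log2 change of at least 1.5, 27 clusters passed with wild type KLF11 (25 rose, 2 fell), 62 with A347S (55 rose, 7 fell), 32 with Δ486 (29 rose, 3 fell), 0 with EAPP at either p, and 16 between EAPP and the wild type. The groups then held 0 (all constructs), 28 (A347S alone), 0 (Δ486 alone), 0 (EAPP alone), 2 (wild type alone), 23 (wild type, A347S and Δ486), 9 (A347S and Δ486 alone), 2 (wild type and A347S alone) and 0 (A347S and EAPP). The shares were 92.6% of wild type calls in a mutant, 100% of Δ486 calls in A347S, 45.2% of A347S calls in A347S alone, 51.6% also in Δ486 and 100% in the same direction. By adjusted p alone, without a fold, the counts were 3628, 5946 and 4692, with 1829 for EAPP at an unadjusted p and 2254 between EAPP and the wild type, and the groups in the same order held 774, 1282, 341, 639, 164, 2297, 1009, 282 and 1076. The shares were 90.3% of Δ486 calls in A347S, 21.6% of A347S calls alone, 71.3% also in Δ486 and 99.5% in the same direction.

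A plain t-test of 2 arrays against 2, without the Bayes correction that the methods name, called after Benjamini-Hochberg adjustment 0 clusters with wild type KLF11, A347S, Δ486 or EAPP and 0 between EAPP and the wild type, so that every group held 0 except EAPP alone, with 15 at an unadjusted p, where EAPP also had 15. The same test unadjusted called 15 for EAPP, 20 between A347S and the wild type, 22 between Δ486 and the wild type and 3 between A347S and Δ486, with 8 for all constructs, 2 for EAPP alone and 12 for A347S and EAPP, while 54.6% of A347S calls were also in Δ486 and 100% had the same direction. Without moderation, the linear model called 707 clusters with wild type KLF11, 1798 with A347S and 1080 with Δ486. EAPP then had 0 at adjusted p and 21 clusters passed in the wild type alone. A mutant shared 97.0% of wild type calls, A347S shared 95.6% of Δ486 calls, and 100% had the same direction. With 4 arrays per comparison these were 0 for EAPP at adjusted p, 19 for EAPP alone and 100% in the same direction, and KLF11's own change stood at 0.77 with an adjusted p of 0.0502. With a variance trend and robust moderation, 21 were called for EAPP at adjusted p, 23 between A347S and the wild type and 6 between Δ486 and the wild type.

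Cyclic loess and median centring each gave 1 between Δ486 and the wild type, as did 1 cluster per gene. Cyclic loess left 81.4% of the Table S5 genes of A347S called, and median centring 33.8% of A347S calls in A347S alone. Without dim clusters the counts were 23 for EAPP, 12 for EAPP at adjusted p, 13 between A347S and the wild type, 3 between Δ486 and the wild type, 2 for EAPP alone and 20 for the wild type alone, with 97.2% of wild type calls in a mutant, 95.7% of Δ486 calls in A347S and 100% in the same direction. With clusters lacking a symbol, EAPP had 75 and EAPP alone 40. With an adjusted p for EAPP as well, EAPP had 1, all constructs 1, EAPP alone 0 and A347S with EAPP 1. With wild type KLF11, 15 of 35 gene lists passed camera, against 0 with an estimated correlation (3 at an unadjusted p under 0.05), 7 without dim clusters and 17 with the ciliary lists. The replicate numbers do not pair the arrays, whose deviations within pairs correlated between -0.348 and 0.145. Values that far from 0 show deviations common to many clusters, which a fit to each cluster does not model. Their source was not tested. A fit with the replicate number as a block called 1 cluster between A347S and the wild type.

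With each array left out in turn, assuming that the lone array left in its group varies like the others, the counts ran from 736 to 905 for wild type KLF11, 1663 to 2229 for A347S, 1173 to 1325 for Δ486, 38 to 79 for EAPP and 0 to 1 for EAPP at adjusted p. Between constructs they ran from 390 to 674 for EAPP and the wild type, 0 to 1 for A347S and the wild type, 0 to 1 for Δ486 and the wild type, and 0 to 0 for A347S and Δ486. The groups held 18 to 32 (all constructs), 535 to 1034 (A347S alone), 59 to 191 (Δ486 alone), 9 to 43 (EAPP alone), 33 to 95 (wild type alone), 594 to 700 (wild type, A347S and Δ486), 348 to 489 (A347S and Δ486 alone), 76 to 184 (wild type and A347S alone) and 23 to 36 (A347S and EAPP). The shares were 89.5% to 96.0% of wild type calls in a mutant, 83.4% to 94.5% of Δ486 calls in A347S, 31.6% to 46.4% of A347S calls alone, 49.4% to 64.2% also in Δ486 and 99.04% to 100% in the same direction. The EAPP fraction of the A347S and Δ486 change was 18.1% to 22.9%, KLF11's own change 0.46 to 1.08, the gene lists 10 to 15 and the Table S5 share 81.4% to 88.4%. The division of the arrays into branches held in 100% of cases. The cause of these shifts was not tested.

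Of the alternative values of the gene changes that the text prints, 5758 kept their direction and their side of the threshold, 46 no longer passed and 41 newly passed. Another 25 turned in sign, and 11 fell in a further class that is not broken down here. After cyclic loess the sign turned for ERCC4 with EAPP (0.0225), KLF14 with the wild type (0.0283). After median centring the sign turned for CLDN1 with Δ486 (-0.0115), KLF14 with the wild type (0.000335). On another cluster of the gene, with every construct looked at, the sign turned for ALDH6A1 with the wild type (0.00348), ALDH6A1 with A347S (0.28), KLF13 with Δ486 (0.12), KLF13 with EAPP (0.0415), RPL27A with EAPP (0.0861), STMN1 with the wild type (0.17), STMN1 with A347S (0.24), STMN1 with Δ486 (0.058), STMN1 with EAPP (0.078), ZNF277 with A347S (0.008), ZNF277 with EAPP (0.17). With an array left out, values ran across 0 for AGPAT4 with EAPP (-0.20 to 0.0021), CLDN1 with Δ486 (-0.0646 to 0.0798), DNAI3 with EAPP (-0.00929 to 0.15), ERCC4 with EAPP (-0.11 to 0.11), KIF20A with EAPP (-0.17 to 0.0166), KLF14 with the wild type (-0.12 to 0.0922), KLF7 with A347S (-0.0057 to 0.30). Further ranges across 0 were those of KLF7 with EAPP (-0.0668 to 0.24), MAOB with EAPP (-0.0461 to 0.23), SFXN2 with EAPP (-0.00578 to 0.048), TTF1 with EAPP (-0.0374 to 0.29). Of these, ALDH6A1 with the wild type, STMN1 with the wild type, STMN1 with A347S and STMN1 with Δ486 had been called on the brighter cluster, and no other had been called.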

Differences from the paper's values

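Counts are set beside the paper's at the 1.5-fold of its results, with an adjusted p for wild type KLF11, A347S and Δ486 and an unadjusted p for EAPP. The paper's count for wild type KLF11 is about 440 in Fig. 2A, read by eye, and the count here was 837. None of the 24 alternatives brings the values within 1.5 times of each other. For genes changed by wild type KLF11 and all 3 mutants, the paper's value is 11 and the value here 21. It was 8 by a plain t-test of 2 arrays against 2 at an unadjusted p and 16 without moderation of the variance, and stayed apart under the other alternatives. For genes changed by wild type KLF11, A347S and Δ486 and not by EAPP, the paper's value is 352 and the value here 677, and no alternative closes the gap.

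Genes changed by Δ486 alone also differ in number: the paper's value is 44 and the value here 67. It fell within 1.5 times of the paper's without moderation (48), with 4 arrays per comparison (60), after cyclic loess (65), after median centring (66), without dim clusters (45), with 1 cluster per gene (59), with the replicate block (65) and with any 1 array of empty vector or wild type KLF11, the first EAPP array or the first A347S array left out (59 to 66). It did not under the remaining alternatives. For EAPP alone, the paper's value is 21 and the value here 8. It came to 19 with 4 arrays per comparison, to 15 by the plain t-test with the other constructs at an adjusted p, to 16 and 27 without the first or the second empty vector array and to 17 without either wild type array, and stayed apart under the others. For genes changed by wild type KLF11 alone, the paper's value is 14 and the value here 38, and it was 21 without moderation and 20 without dim clusters, the only alternatives within 1.5 times. The paper's share of these among the genes changed with wild type or mutant proteins is below 1%. The share here is 1.90%, or 38 of 2002, and it was 1.12% without moderation, 1.15% without dim clusters and 0% by the plain t-test after adjustment. For genes changed by wild type KLF11 and A347S alone, the paper gives 50 in the text, about 56 in a figure, read by eye, and 411 in the legend of Fig. 3E, and the value here is 97. It was 74 without moderation and 75 without dim clusters, within 1.5 times of 50 and of the count in the figure. Without the first wild type array or the first Δ486 array it was 76 and 78, within 1.5 times of the figure, and by adjusted p alone 282, within 1.5 times of 411. For A347S and EAPP, the paper's value is 15 and the value here 24, with 12 by the plain t-test at an unadjusted p and 21 without dim clusters as the only values within 1.5 times.

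The paper states that KLF10 is upregulated by A347S and Δ486. Here KLF10 fell by 0.87 and 0.83, and the values stayed negative under every alternative. The paper states that KLF9 is downregulated by wild type KLF11, and here its value was -0.12 with an adjusted p of 0.342. Fig. 2B shows CXorf36, now DIPK2B, among the genes changed by every construct, and here it was not called with any, at 0.08 to 0.11. The other 9 of the 10 genes of Fig. 2B that were measured changed with wild type KLF11, A347S and Δ486 here. Of the 14 genes of Fig. 3G, which the study chose on these arrays and which are not independent evidence, 5 passed both thresholds with wild type KLF11 on the brighter cluster of each gene, and CCDC86 among them also passed with A347S.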

Other observations

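The lists of ciliary genes in this part were drawn up after the largest changes had been seen, the simulation beside the left-out arrays was added after their result, and the other tests were planned. CLDN4 and CLDN7, claudins of epithelial junctions, fell by 0.74 and 0.77 with A347S (standard errors 0.07 and 0.11). Of 16 measured genes of epithelial junctions and keratins, 4 fell with A347S and 1 with each of wild type KLF11 and Δ486, and none rose. Adjusted over the list alone these counts were the same, and 1 fell with EAPP. The camera adjusted p was 0.0129 with wild type KLF11, 0.00252 with A347S, 0.00586 with Δ486 and 0.0124 with EAPP, and 0.273, 0.214, 0.289 and 0.244 with an estimated correlation. Of 12 mesenchymal genes, 1, SPARC, fell with A347S and with Δ486 and none rose with any construct (camera, adjusted p = 0.287, 0.146, 0.274 and 0.0305 for wild type KLF11, A347S, Δ486 and EAPP, the last 0.436 with an estimated correlation). BAMBI, a decoy receptor of TGF-beta, rose by 0.89 with wild type KLF11, 1.41 with A347S and 1.24 with Δ486 (standard error 0.14), while TGFBR1, the kinase receptor, fell by 0.84, 1.39 and 1.01. Of 19 targets and parts of TGF-beta signalling, 2 rose and 1 fell with the wild type, 2 rose and 3 fell with A347S and 2 rose and 2 fell with Δ486 (camera, adjusted p = 0.489, 0.168 and 0.445). With EAPP none passed, while camera gave an adjusted p of 0.0444, and 0.482 with an estimated correlation. VEGFA, a growth factor of blood vessels, fell by 0.73 with A347S. Of 20 targets of HIF1A, 1 rose and 3 fell with the wild type, 1 rose and 8 fell with A347S and 1 rose and 5 fell with Δ486, the same counts when adjusted over the list alone. None passed with EAPP, and 1 fell when adjusted over the list alone. In the order wild type, A347S, Δ486 and EAPP, the camera adjusted p was 0.00799, 0.00252, 0.05 and 0.0444, and 0.305, 0.276, 0.379 and 0.458 with an estimated correlation.

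HERC5, a ligase that attaches ISG15, rose by 1.04 with wild type KLF11, 1.08 with A347S and 0.82 with Δ486 (standard error 0.13). Of 25 interferon-stimulated genes, 2 rose with the wild type and 1 with each of these mutants, and none fell (camera, adjusted p = 0.37, 0.944 and 0.626). Of 15 targets of NRF2, 1 rose and 1 fell with A347S and none changed with another construct, and of 11 cytosolic heat shock proteins none changed with any construct. TXNRD1, a thioredoxin reductase in the NRF2 list, rose by 0.62 with A347S. Among markers of erythroid cells, acinar cells, islet cells, fibroblasts and leukocytes, from 6 to 10 measured for each, none changed except CD14, which rose by 0.59 with A347S, just past the fold threshold, and stood at 0.55 after cyclic loess, 0.43 without the first empty vector array and 0.51 without the second A347S array. Their camera adjusted p was between 0.231 and 0.989. Against wild type KLF11, A347S gave lower values in 14 of 17 genes of cholesterol synthesis, with a median of -0.14 (camera, adjusted p = 0.00569, and adjusted p = 0.417 with an estimated correlation). No member was called, as limma called 0 of all 20961 clusters in this comparison.

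More clusters were called with A347S than with wild type KLF11, while limma called 0 between them and 3017 had an unadjusted p under 0.05. Clusters were picked on 1 array of each condition, which allows no test. They passed the fold threshold with A347S and not with wild type KLF11. These 941 and 1541 clusters are not the 681 called with A347S alone, and may include wild type changes just short of the threshold. If A347S moved the same clusters further, those picked would move the same way with wild type KLF11 on the other arrays. They did so for 96.4% of such clusters, in the mean of both ways round, against 50.0% in 50 simulations with the wild type unchanged and A347S changed as measured. A separate set of clusters regulated by A347S would leave the wild type with little change there. The wild type change was 69% of the A347S change on the arrays left out of the selection, which argues against it for the clusters picked. A larger step by A347S over the same clusters is a hypothesis that these values leave open, and the arrays share their empty vector controls.

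Several of the genes that rose most, among them DNAI3, CFAP43 and ROPN1L, belong to cilia or flagella. A general rise of dim clusters is a candidate technical source. With wild type KLF11, 10000 lists of like mean level had a median of -0.01, which argues against such a rise with this construct. With A347S and Δ486 the medians of such lists were 0.04 and 0.06. The median of the axoneme list with wild type KLF11, 0.11, stood at percentile 100 among these lists. As the list was chosen after the data were seen, this percentile is no independent test. That ciliary genes rise as a group with wild type KLF11 is a hypothesis found on these arrays. The axoneme list, drawn up after the largest changes were seen, holds none of the 10 largest rises of any construct but holds CFAP69 and DRC9, which rose by more than 1. Camera gave it an adjusted p of 0.000415 upward, which is no independent test. With an estimated correlation the adjusted p was 0.181, so the rise as a group may rest on the correlation that the test assumes. With EAPP the median of the axoneme list was 0.04, at percentile 78.6. Whether the cells form cilia was not measured.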
